# Intestinal stem cell aging signature reveals a reprogramming strategy to enhance regenerative potential

**DOI:** 10.1038/s41536-022-00226-7

**Published:** 2022-06-16

**Authors:** Christian M. Nefzger, Thierry Jardé, Akanksha Srivastava, Jan Schroeder, Fernando J. Rossello, Katja Horvay, Mirsada Prasko, Jacob M. Paynter, Joseph Chen, Chen-Fang Weng, Yu B. Y. Sun, Xiaodong Liu, Eva Chan, Nikita Deshpande, Xiaoli Chen, Y. Jinhua Li, Jahnvi Pflueger, Rebekah M. Engel, Anja S. Knaupp, Kirill Tsyganov, Susan K. Nilsson, Ryan Lister, Owen J. L. Rackham, Helen E. Abud, Jose M. Polo

**Keywords:** Intestinal stem cells, Reprogramming, Ageing

## Abstract

The impact of aging on intestinal stem cells (ISCs) has not been fully elucidated. In this study, we identified widespread epigenetic and transcriptional alterations in old ISCs. Using a reprogramming algorithm, we identified a set of key transcription factors (*Egr1, Irf1, FosB*) that drives molecular and functional differences between old and young states. Overall, by dissecting the molecular signature of aged ISCs, our study identified transcription factors that enhance the regenerative capacity of ISCs.

## Introduction

Over the last two decades, it has been clearly demonstrated in many tissue systems that cellular identity is extremely plastic and can be widely manipulated^1^. Indeed, mature cell types can be reprogrammed back towards a pluripotent state by the forced expression of four transcription factors (TF)^2^. This paradigm demonstrates that cell differentiation and maturation are not unidirectional and, by extension, the ageing process as well. Several studies have shown that transient reactivation of *Oct4*, *Klf4*, *Sox2*, and *c-Myc* can restore or enhance stem cell potential^3,4^. Thus, in theory, similar reprogramming strategies could be used to reverse cellular traits associated with aging.

Epigenetic changes appear to be a key driver of the ageing process. Indeed, induced pluripotent stem cells derived from functionally compromised aged blood stem cells are able to generate young healthy chimeric animals with a normal hematopoietic system^5,6^, which supports the notion that the cellular ageing process is an epigenetic phenomenon that can be manipulated and reversed. Considering the control that TFs can have over the epigenome and determining cell identity, deciphering how the TF network is rewired during aging will provide a mechanistic understanding of age-related functional changes. This may reveal new ways to restore youthful regenerative potential. Since the impact of aging on intestinal cells has been recently described^7^, we utilized this model to study how age-related TF network changes underpin the aging phenotype.

The epithelium lining the intestine is the most highly cycling tissue in the body^8^. Epithelial renewal is driven by Lgr5-positive intestinal stem cells (ISCs) that reside at the bottom of the crypts^9^. Recent studies have shown that the decline in function with age is mediated in part by intrinsic alterations of Lgr5-positive ISCs^10,11^. This raises the question of whether the impact of aging can be directly reprogramed by manipulation of TF.

In this study, we confirm that aged ISCs have a reduced regenerative capacity in ex vivo organoid cultures. By performing comprehensive transcriptional analyses of ISCs, we uncovered the changes in the transcriptional network that underpin the age-reduced ISC regenerative response. A predictive reprogramming algorithm allowed us to identify three TFs capable of enhancing the regenerative potential of aged cells.

## Results

### Aging produces transcriptional and epigenomic changes in ISCs

In order to dissect age-related differences in stem cell function, we used the SM6 ISC isolation strategy^12^ that relies on the use of 6 cell surface markers (SM6), including CD24, EPHB2, CD166, and EPCAM, to discriminate between stem cells and their progenies in wildtype tissue. This approach enables the isolation of ISCs at purities equivalent to use of Lgr5-GFP reporter strain^12^. Single-cell transcriptional profiling of ISCs isolated from young and old WT mice confirmed the ability of the SM6 strategy to purify cells expressing key ISC markers including *Lgr5, Ascl2*, and *Sox9* irrespective of age (Supplementary Fig. 1a–d), with a percentage of *Muc2*+ lineage primed cells (Supplementary Fig. 1e) that is considerably lower than in single-cell studies of Lgr5-GFPhigh cells^13^. We assessed the functional capacity of purified ISCs to generate organoids in vitro. In agreement with previous studies^14,15^, ISCs isolated from old mice generated considerably less organoids than ISCs derived from young animals (Fig. 1a, b, Supplementary Fig. 2a). In addition, the size of organoids derived from old ISCs was 54% lower than their young counterparts (Supplementary Fig. 2b). These data demonstrate that the regenerative capacity of ISCs as well as the cellular proliferative potential is severely compromised in aging.

**Fig. 1:**
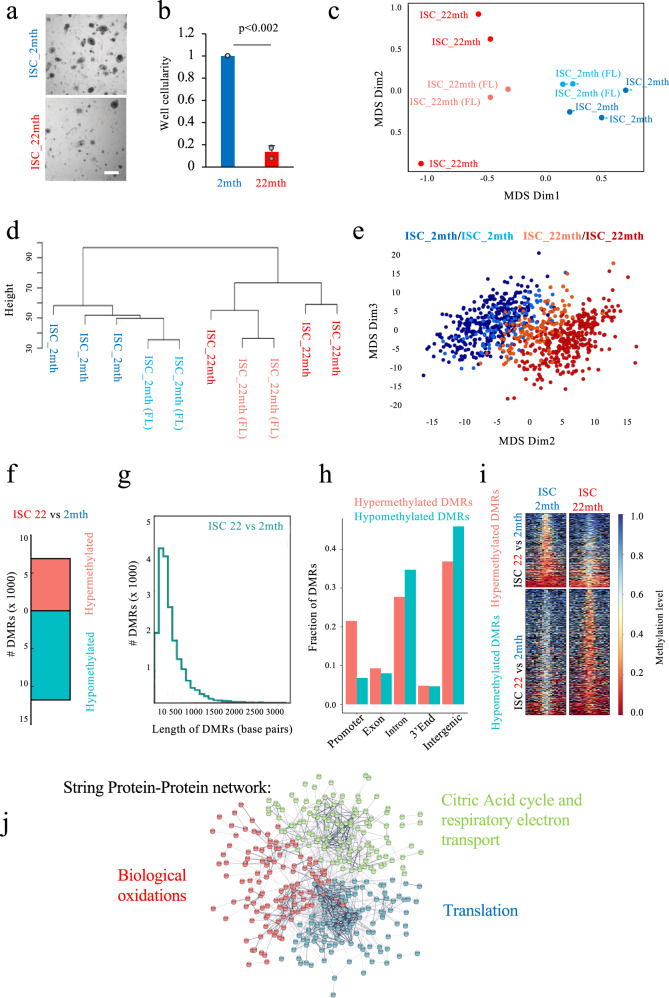
Molecular changes associated with ISC ageing. **a** Primary ISCs isolated from aged animals form less organoids in vitro compared to ISCs isolated from young animals (scale bar, 350 µm). **b** Quantification of well cellularity using the Presto Blue assay (Mean ± SEM, *n* = 3 experimental replicates, each data point per experimental replicate is the average of 1–2 biological samples isolated for each experiment, unpaired two-tailed Student’s *t* test). **c** Multidimensional scaling (MDS) analysis and (**d**) unsupervised clustering of RNAseq data for ISCs isolated from 2 and 22-month-old animals (*n* = 3 each using 3′-biased RNAseq approach with samples isolated from individual mice and *n* = 2 each from a pool of 5 animals using a full length [FL] transcript RNA-sequencing approach). **e** MDS analysis for single-cell sequencing data of ISCs coming from 2 and 22-month-old animals (*n* = 2, biological replicates). **f** Number of differentially methylated regions (DMRs) for pairwise comparison between 2 and 22-month-old ISCs and (**g**) the average length of DMRs for this pairwise comparison. **h** Genomic context and (**i**) heap map representation of hyper- and hypomethylated DMRs identified in 22-month-old ISCs compared to 2-month-old ISCs. Each horizontal heatmap slice represents 100 base pairs (**c**–**f**, *n* = 1, this *n* is derived from a pool of 5 animals). **j** String Protein/Protein interaction map of genes that are differentially expressed between young and old ISCs (*n* = 2, biological replicates coming from a pool of 5 animals for each *n*) with key gene ontology categories indicated.

We then compared the expression profiles of young and old ISCs isolated from individual mice utilizing both the Lgr5-GFP reporter strain and the SM6 strategy. RNAseq analyses showed that both ISC isolation models share a common trajectory away from the young state with age (as per multidimensional reduction and correlation analyses; Supplementary Fig. 3a, b). To determine differentially expressed genes (DEGs) between young and aged WT ISCs at high sensitivity, we analysed the molecular changes in isolated ISCs in two pools of 5 animals for each age group (i.e., 10 animals per age group in total). This allowed us to procure cells in sufficient numbers to perform molecular assays in a paired fashion (RNAseq and DNA methylation) and to reduce the effects of individual inter-animal differences to reveal genuine and robust age-related differences. For RNAseq, we used a library preparation system that allows the detection of whole transcripts (not merely the 3-prime-end like for the data set displayed in Supplementary Fig. 3a, b). 

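The FL data set held 4 libraries, 2 from young ISCs (ISC_2mth) and 2 from old ISCs (ISC_22mth), each made from the sorted ISCs of a pool of 5 animals. RNA was amplified by single primer isothermal amplification (SPIA), which copies RNA along the whole transcript and adds no molecular identifiers, and was sequenced as single-end reads. The authors trimmed the reads, aligned them to the mouse genome with STAR and counted the reads in the exons of each annotated gene with featureCounts, and the values they deposited are these raw read counts, without normalization. The paper's text does not name the strand setting of the counting or the treatment of reads that align to several places. The paper aimed at 30000000 reads per library. The reads counted on genes, which all values here use, came to 11662654 and 13394558 in the ISC_2mth pools and to 15975698 and 14231979 in the ISC_22mth pools. The mitochondrial ribosomal RNAs mt-Rnr1 and mt-Rnr2 took 58.3% and 61.1% of these counts in young ISCs and 67.5% and 67.1% in old ISCs, with 95% Wilson intervals at most 0.0566 percentage points wide. All mitochondrially encoded genes together took 62.6% and 65.7% of the counts in young ISCs and 73.8% and 72.9% in old ISCs. The counts left on all other genes were 4365739, 4593004, 4183582 and 3852178, in the same order. Amplified reads without molecular identifiers are not independent molecules, so such intervals cover counting error only.
Genes with more than 5 reads and more than 1 CPM (counts scaled to a common library total) in at least 1 pool were kept, the filter of the paper's Methods, which left 13692 of the 52459 genes listed. Counts were normalized by the TMM method, and ages were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment (FDR). The paper's Methods name limma voom with sample quality weights for differential expression and edgeR's likelihood ratio test for comparing ISCs of 2 and 22 months, and both were run as alternatives. Replicate pools were compared to check that they were separate libraries, and differed by more than sampling noise, with a chi-square per gene of 10.5 over 13268 genes in ISC_2mth and of 7.81 over 12647 genes in ISC_22mth. The biological coefficient of variation was 0.139. The 4 pools can be split into equal groups in 3 ways, so that an exact two-sided permutation test of a single gene cannot give a p below 0.333, and no such test is given.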

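Separation of the FL pools by age was measured as the distance between pools in multidimensional scaling (MDS), taken on CPM of all reads after log2 transformation with a moderation of 10 reads, over the 500 genes that differed most in each pair of pools. The ISC_2mth pools lay 0.44 apart on the log2 scale and the ISC_22mth pools 0.47 apart, whereas pools of different ages lay between 0.67 and 0.87 apart. The mean distance between ages was 1.70 times the mean distance within an age. Leaving the mitochondrially encoded genes and ribosomal RNA-like loci out moved this ratio most, to 1.27, and the pools of each age still formed a separate cluster. The 3′-biased libraries of Fig. 1c, d and their joint RUV normalization were not used here.
Among the genes tested, 5330 (38.9%) had a mean CPM under 5. They made up 61 of the genes with FDR under 0.05, a share of 19.7% (95% Clopper-Pearson interval 15.5 to 24.6%), of which 43 were higher and 18 lower in old ISCs. At a mean CPM under 1, 4 genes had FDR under 0.05, a share of 1.29% (interval 0.354 to 3.28%). The share at a mean CPM under 5 was 10.9% among the genes called by limma voom with sample quality weights.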

While both approaches identified the same ageing signature (Fig. 1c, d), the use of whole transcript libraries allowed us to detect subtle transcriptional differences associated with lowly expressed genes. 

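At FDR under 0.05, 309 genes differed between young and old ISCs by edgeR's quasi-likelihood test, 223 of them higher and 86 lower in old ISCs. Their median log2 fold change was 0.81 among the higher and -0.88 among the lower genes. An unadjusted p under 0.05 was reached by 2316 genes. Limma voom with sample quality weights called 320 genes, of which 273 were among the 309, and the likelihood ratio test called 611, of which 308 were among the 309. Scaling by total counts alone moved the number most, to 4650 genes (96 higher and 4554 lower), as it shifted the median log2 fold change of all genes by -0.49. With offsets for GC content and gene length in each library, 171 genes had FDR under 0.05, 160 of them among the 309. For all 309 genes both old pools lay on the same side of both young pools, which held for 47.6% of all genes tested and holds for 33.3% by chance. In 4 of the higher and 3 of the lower genes, the pools of one age held at most 3 counts, so that the size of their fold changes is uncertain.
The lowest FDR among the higher genes belonged to mt-Rnr1, Ly6e, mt-Nd5, Cd74 and mt-Nd1. Ly6e, on chromosome 15 from 74955051 to 74959905 of GRCm38 (GENCODE vM21 annotation), rose from 37.5 ± 2.79 to 128 ± 3.49 normalized CPM (mean ± SD, n = 2 pools), a log2 fold change of 1.77 (standard error 0.13, FDR = 1.4e-07). Cd74, on chromosome 18 from 60803848 to 60812652, rose from 4.79 ± 0.628 to 26.1 ± 5.08 CPM, a log2 fold change of 2.44 (standard error 0.21, FDR = 9.7e-07), and its exons overlap those of the microRNA gene Mir5107 over 12 bp. The log2 fold changes of mt-Nd5 and mt-Nd1 were 1.09 and 0.97, and mt-Nd5 overlaps mt-Nd6 on the opposite strand over 14 bp. The lowest FDR among the lower genes belonged to Mir6236, Slc28a2, CT010467.1, Gm15564 and Lars2. Mir6236, annotated as a microRNA on chromosome 9 from 110281287 to 110281409, fell from 151 ± 13.0 to 36.9 ± 8.35 CPM. Its log2 fold change was -2.03 (standard error 0.15, FDR = 1.4e-07). Slc28a2 had a log2 fold change of -3.57, and 35.4% of the 50-nt stretches of its transcripts also occur in transcripts of other genes. For CT010467.1, a ribosomal RNA locus with a log2 fold change of -1.08, that share was 69.1%, and its exons overlap those of Gm42418 over 1822 bp and of AY036118 over 923 bp, so that its count is uncertain, as is that of Slc28a2. Gm15564 and Lars2 had log2 fold changes of -0.91 and -0.72. Mir6236, Gm15564 and Lars2 were listed here as ribosomal RNA-like loci. Their counts may thus come from ribosomal RNA, and a fall of the annotated genes themselves is not shown.
Supplementary Table 1 lists 446 genes, 350 higher and 96 lower in old ISCs by the paper's values. Of these, 435 were matched to a gene of the counts and 434 passed the filter. All 434 had the direction the paper gives (345 under scaling by total counts), and 270 had FDR under 0.05 over all genes tested. Adjusted over the list alone, 431 did, which shows no stability because the list is the paper's own calls on these data. Across these genes, which are not independent replicates, the median absolute difference from the paper's log2 fold change was 0.0068.

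**Figure D1:**
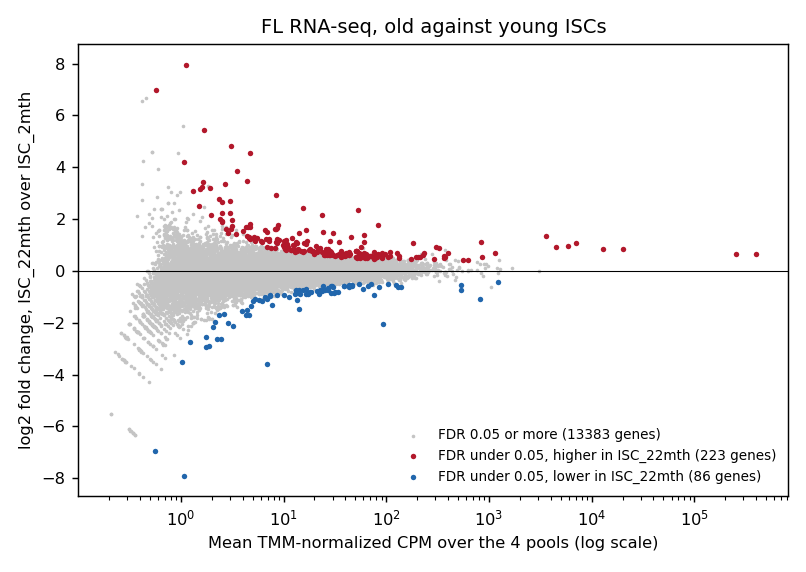
Log2 fold change between ISC_22mth and ISC_2mth against mean TMM-normalized CPM over the 4 pools (log scale), with 1 point per gene tested. The 223 genes with FDR under 0.05 that were higher in old ISCs are red, the 86 lower ones are blue, and all other genes are grey. The smallest absolute log2 fold change among the red points is 0.41.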

ISCs have pronounced age-related changes, with 447 genes (FDR < 0.05) differentially expressed between young and old ISCs (Supplementary Table 1). Our scRNAseq data confirmed that aging induces a transcriptional shift away from the young ISC state (Fig. 1e). While dimension 1 of the MDS analysis primarily separated Muc2 negative cells according to differences in cell cycle (Supplementary Fig. 3c, d), dimension 2 separated cells according to age (Fig. 1e, Supplementary Fig. 3c), demonstrating that age-induced transcriptional changes are present even at the single-cell level.

To assess whether the ISC transcriptional changes could be explained by changes in the epigenome, we measured genome-wide DNA-methylation status (DNA-methyl-seq). ISCs acquired thousands of age-related differentially methylated regions (DMRs), specifically gaining DNA methylation at ~7000 loci and loss of DNA methylation at ~13,000 loci compared to their young counterparts (Fig. 1f–i). These data indicate that age-related changes in DNA methylation in ISCs are nearly an order of magnitude higher than the reported methylation changes that occur during differentiation of ISCs into Paneth cells in a young context^16^.

We then performed protein–protein interaction network analysis to determine whether the DEGs with aging have known interaction relationships and are enriched for coordinated biological processes. Our analysis showed a highly interconnected network associated with gene ontology categories related to energy metabolism and translation (Fig. 1j).

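Protein interaction and gene ontology tables were not used here, so the categories named in Fig. 1j were represented by 7 gene families. The families were written down by gene symbol before the counts were examined, but after Supplementary Table 1 had been read. Each family was tested with limma's camera (preset inter-gene correlation 0.01, two-sided, adjusted over the 7 families). Scaling by total counts shifted the medians along with those of all genes. Relative to that shift the medians were between 0.085 and 0.95, which restates the TMM values by arithmetic and is no separate support. In that scaling camera's direction was down for cytosolic ribosomal proteins and translation factors, neither past the threshold. The mitochondrially encoded mRNAs were higher in old ISCs in 8 of 8 genes tested, with a median log2 fold change of 0.95 (FDR = 5.7e-27) after TMM normalization and of 0.46 with total counts. Within this family, mt-Co1, mt-Nd4 and mt-Nd3 share 51.1%, 62.2% and 98.0% of their 50-nt stretches with transcripts of other genes and are uncertain. Nuclear-encoded respiratory chain genes were higher in 70 of 81 genes, with a median of 0.25 (FDR = 5.3e-10) that became -0.25 with total counts. Citric acid cycle genes were higher in 17 of 20, with a median of 0.22 (FDR = 1.7e-05) that became -0.27 with total counts. Biological oxidation genes were higher in 90 of 105 genes, with a median of 0.37 (FDR = 2.9e-14) that became -0.12 with total counts.
For translation, mitochondrial ribosomal protein genes had a median log2 fold change of 0.18, with 55 of 74 genes higher (FDR = 0.0026), and of -0.31 with total counts. Translation factors had a median of 0.10, with 43 of 64 genes higher (FDR = 0.040), and of -0.39 with total counts. Cytosolic ribosomal protein genes did not pass the threshold as a family, with a median of 0.080 and 51 of 79 genes higher (FDR = 0.21), and of -0.41 with total counts. With the inter-gene correlation estimated from the 4 libraries in place of the preset value, no family had FDR under 0.05, the lowest being 0.135 for the mitochondrially encoded mRNAs and for biological oxidation, in a test with only 2 residual degrees of freedom. Members outside Supplementary Table 1 were tested after TMM normalization only, a choice made after seeing the data. Their median was 0.19 for the respiratory chain (FDR = 2.2e-05), 0.15 for the citric acid cycle (FDR = 0.030), 0.29 for biological oxidation (FDR = 2.2e-05), 0.17 for mitochondrial ribosomal proteins (FDR = 0.014), 0.077 for cytosolic ribosomal proteins (FDR = 0.30) and 0.086 for translation factors (FDR = 0.19).

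**Figure D2:**
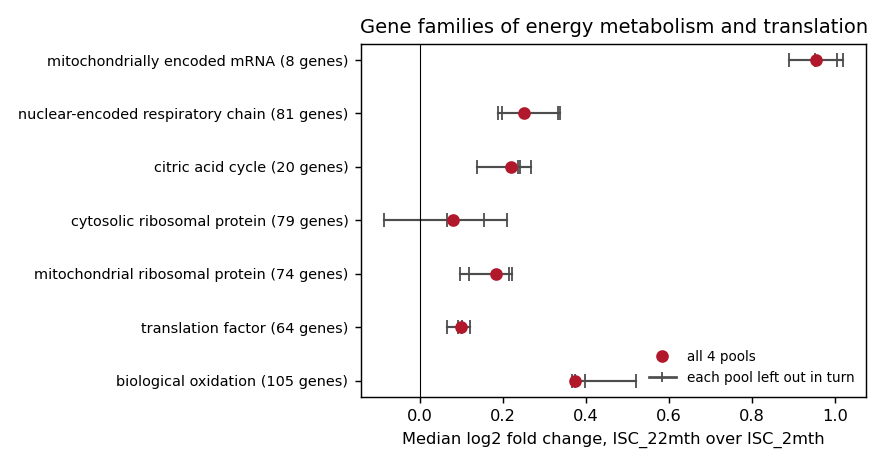
Median log2 fold change between ISC_22mth and ISC_2mth of each of the 7 gene families after TMM normalization (red points), with the medians obtained when each pool was left out in turn (grey ticks joined by a line). The range of the cytosolic ribosomal protein genes crosses 0, and scaling by total counts places all medians but that of the mitochondrially encoded mRNAs below 0.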

### Functional enhancement of ISCs by TF-mediated reprogramming

We next utilized our recently developed reprogramming algorithm (Mogrify) that predicts the TFs required for direct cell fate conversion^17^ to identify the key TFs driving aging in ISCs. Conceptually, the algorithm ranks the TFs within the DEGs between two cell states according to their influence over the regulatory network to identify the factors that enable direct reprogramming approaches. Using Mogrify, we identified a set of TF, *Nfe2l2*, *Irf1, Fosb*, and *Egr1* at the core of the transition from the young to aged ISC state (Fig. 2a, b). 

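All 4 factors had FDR under 0.05 in the FL data by edgeR's quasi-likelihood test, and adjusted over the 4 alone the FDR was 0.00059 for Nfe2l2 and Irf1 and 0.00040 for Fosb and Egr1, which shows no stability because the factors were chosen from the paper's calls on these data. In the GENCODE vM21 annotation of GRCm38, Nfe2l2 lies on chromosome 2 from 75675513 to 75704641, Irf1 on chromosome 11 from 53770014 to 53778374, Fosb on chromosome 7 from 19302696 to 19310051 and Egr1 on chromosome 18 from 34859823 to 34864984. All 4 are protein-coding genes. Exons of Irf1 overlap those of Gm17334, a gene on the opposite strand, over 135 bp, and reads there cannot be assigned to either gene unless the counting used strand. No gene overlaps the exons of the other 3 factors. Across the 14 alternative fits, Nfe2l2 and Irf1 each had FDR under 0.05 in 11, Egr1 in 12 and Fosb in 13. With offsets for GC content and gene length, the FDR was 0.081 for Nfe2l2 and Egr1, 0.075 for Irf1 and 0.042 for Fosb. The Mogrify network itself was not recomputed. As the paper describes it, Mogrify ranks the TFs among the DEGs by their influence over the regulatory network, and from this ranking the paper places these 4 factors at the core of the change in state with age.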

*Nfe2l2* was upregulated during aging, with a coverage of ~30% of the age specific transcriptome (Fig. 2a, b). 

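Nfe2l2 counts were 2117 and 2675 in the ISC_2mth pools and 2881 and 3002 in the ISC_22mth pools. After TMM normalization, expression rose from 162 ± 22.1 CPM (mean ± SD, n = 2 pools) in young ISCs to 232 ± 19.7 CPM (n = 2) in old ISCs. The log2 fold change was 0.52 (standard error 0.12, FDR = 0.030 by edgeR's quasi-likelihood test), and both old pools lay above both young pools. With each pool left out in turn, it stayed between 0.39 and 0.66. By limma voom with sample quality weights it was 0.52 (FDR = 0.0089), and the paper's reported value in Supplementary Table 1 is 0.53. Scaling by total counts alone gave 0.036 (FDR = 0.85), which is 0.53 above the shift of all genes under that scaling. That distance restates the TMM value by arithmetic and is no separate support.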

Of note, *Nfe2l2* is associated with a protective response against oxidative stress^18^, indicating that the upregulation of this factor is likely an adaptive response to changes in cellular metabolism rather than a driver of these alterations. 

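Irf1, Fosb and Egr1 were each lower in both ISC_22mth pools than in both ISC_2mth pools. Irf1 counts were 240 and 273 in young ISCs and 144 and 113 in old ISCs, and normalized expression fell from 17.3 ± 1.08 to 10.1 ± 1.16 CPM (mean ± SD, n = 2 pools per age). Its log2 fold change was -0.78 (standard error 0.19, FDR = 0.034 by edgeR's quasi-likelihood test). Fosb had the lowest counts of the 3 genes, with 83 and 91 in young ISCs and 25 and 26 in old ISCs. It fell from 5.88 ± 0.215 to 2.01 ± 0.168 CPM, a log2 fold change of -1.55 (standard error 0.32, FDR = 0.015). Egr1 counts were 669 and 518 in young ISCs and 254 and 327 in old ISCs. Egr1 fell from 40.2 ± 8.37 to 23.0 ± 5.35 CPM, a log2 fold change of -0.81 (standard error 0.18, FDR = 0.020), and varied most between replicates. With each pool left out in turn, the log2 fold change stayed between -0.90 and -0.67 for Irf1, between -1.63 and -1.46 for Fosb and between -1.07 and -0.58 for Egr1. DESeq2 did not call Irf1 (FDR = 0.095). The paper's reported log2 fold changes are -0.77, -1.53 and -0.81, in the same order.

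**Figure D3:**
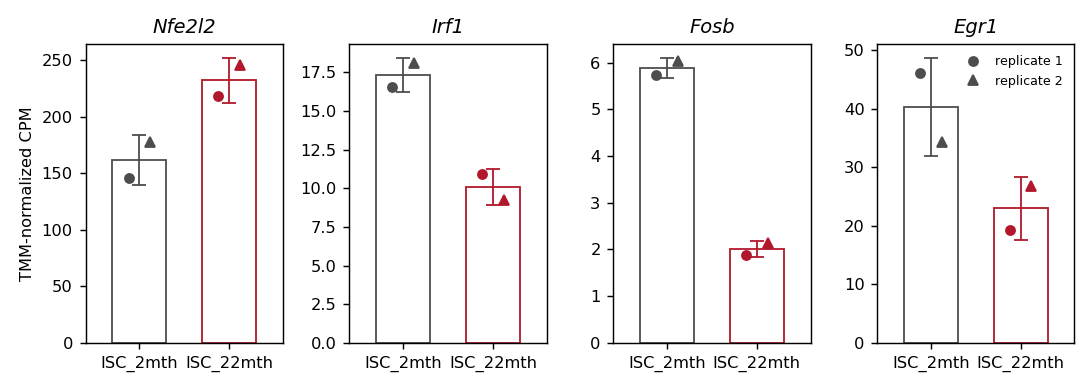
TMM-normalized CPM of Nfe2l2, Irf1, Fosb and Egr1 in each FL pool, with replicate 1 as circles and replicate 2 as triangles. Bars are means and error bars are SD (n = 2 pools per age). For each gene the points of the 2 ages do not overlap.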

The remaining three predicted TFs *Irf1, Fosb*, and *Egr1* were downregulated during aging and cumulatively control potentially ~80% of the transcriptional network differences between young and aged ISCs (Fig. 2a, b). *Irf1* is a known mediator of interferon signaling^19^. *Fosb* is an early response gene, and, as part of the heterodimeric activating protein-1 transcription factor, is implicated in controlling proliferation, differentiation, and transformation^20^. Finally, *Egr1* orchestrates the expression of growth factors/receptors, matrix proteins and regulators of cell growth, controls differentiation, apoptosis and stress responses and has been implicated in modulating would healing and tissue regeneration in the liver, lung and skin^21,22^. While we identified 447 genes to be differentially expressed between old and young ISCs (Supplementary Table 1), the majority of these genes had no detectable changes in DNA-methylation status within or close to the gene body (Supplementary Fig. 4a). Conversely, *Irf1, Fosb* and *Egr1* in aged ISCs clearly possessed DNA hypermethylation associated with their gene bodies (Fig. 2c, Supplementary Fig. 4a). Using immunohistochemistry, we assessed the expression of these factors in situ. FOSB expression was observed at very low levels in both young and old crypts (Supplementary Fig. 4b). In contrast, we detected a stronger expression profile of IRF1 in young vs. old intestinal crypts (Supplementary Fig. 4c). We could not detect EGR1 expression under homeostatic conditions (Supplementary Fig. 4d). However, since *Egr1* is an early stress response gene, we reasoned that its expression might be elicited by the stress of tissue dissociation required to obtain samples for molecular profiling. Therefore, we assessed EGR1 expression in situ in intestinal tissue following injury induced by exposure to the antiproliferative drug 5-fluorouracil. EGR1 was detected 12 h after administration of 5-fluorouracil in young crypt sections, a response that was decreased in old crypts (Supplementary Fig. 4d).

**Fig. 2:**
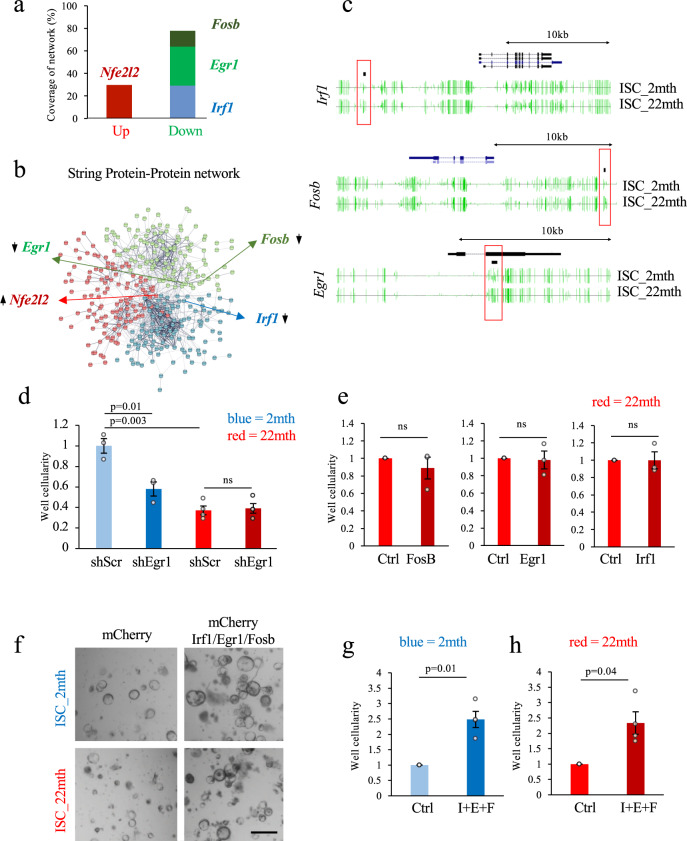
TF modulation boosts regenerative potential. **a** Visualization of the TFs coverage of the age specific ISC transcriptional network. **b** String Protein/Protein interaction map of genes that are differentially expressed between young and old ISCs with the location of Mogrify predicted TFs indicated; arrows indicated whether these TFs are significantly up- or downregulated in aged ISC. **c** UCSC DNA-methylation tracks (in green) for key TFs that are downregulated in aged ISCs. DMRs between 2 and 22-month-old ISC samples are indicated by black bars and associated regions are marked by a red frame (*n* = 1, this *n* is derived from a pool of 5 animals). **d** Organoid formation potential of secondary ISCs isolated from cultures that have been transduced with a scrambled shRNA control construct or shRNAs against *Egr1* (Mean ± SEM, 3–4 biological replicates for all experimental conditions, unpaired two-tailed Student’s *t* test). **e** Organoid formation potential of ISCs isolated from cultures that have been transduced with a mCherry control construct or constructs overexpressing *FosB, Egr1*, and *Irf1* (Mean ± SEM, 3 biological replicates for all experimental conditions, paired two-tailed Student’s *t* test). **f** Representative pictures of 2 and 22-month-old organoid cultures (scale bar, 200 µm) derived from ISCs transduced with mCherry control vector or a construct overexpressing *Irf1, Egr1*, and FosB (I + E + F). **g**, **h** Organoid formation potential of secondary ISCs isolated from organoid cultures from (**g**) 2 month and (**h**) 22-month-old mice that have been transduced with a mCherry control construct or a multicistronic construct co-overexpressing *Irf1, Egr1*, and *FosB* (I + E + F) (Mean ± SEM, 4 biological replicates for all experimental conditions, each data point per biological replicate is the average of two isolation experiments performed for the same transduced organoid cultures 2 weeks apart, paired two-tailed Student’s *t* test).

We then hypothesized that manipulation of these 3 predicted TFs should blunt or augment the regenerative response of ISCs. To test this, we infected young and old organoid cultures with lentiviruses to induce knockdown or overexpression (Supplementary Fig. 5a). Knockdown of Egr1 only (but not of Irf1 or FosB on their own) decreased the well cellularity of secondary organoids generated from young ISCs (Fig. 2d, Supplementary Fig. 5b). Interestingly, Egr1 knockdown had no effect on organoid cultures established from old mice, indicating that the functional effects of age-induced Egr1 loss are not further enhanced by additional knockdown (Fig. 2d).

Forced expression of any of the three TFs individually in old organoids did not improve the ability of old ISCs to give rise to secondary organoids (Fig. 2e). As Mogrify predicted that all 3 TFs are required to achieve a network coverage sufficient to “reprogram” an aged cell into a young cell, we generated a multicistronic construct to co-express *Egr1, Irf1*, and *FobB* from one lentiviral backbone (Supplementary Fig. 6a), which elevated protein levels of all 3 TFs in transduced organoids (Supplementary Fig. 6b–d). Overexpression of the three TFs simultaneously in aged ISCs enhanced the regenerative potential, with 2–2.5 higher well cellularity (*p* = 0.01 and *p* = 0.04 respectively) compared to ISCs infected with a control vector (Fig. 2f–h). Interestingly, young ISCs also gained regenerative potential, indicating that those 3 TFs can augment ISC regenerative potential in both young and aged cells. In accordance with the cellularity measurements, overexpression of the three TF in both young and old stem cells increased organoid-forming potential (organoid count) and organoid size by 50% (*n* = 5, *p* < 0.01) (Supplementary Fig. 6e–h).

## Discussion

Decline in intrinsic stem cell function and/or supportive niche signals have been identified during aging in several organs. Classical studies in the mouse intestinal epithelium identified morphological changes occuring with age^23,24^ and more recently changes in cellular composition and stem and niche cell function have been identified^7^. Here, we define the epigenetic and transcriptional changes intrinsic to stem cells that underpin the age-related changes in the intestinal epithelium.

Our comprehensive molecular characterization of aged ISCs produced a clear picture of changes that accumulate with age allowing correlation of epigenetic changes and transcriptional signature. This enabled us to investigate a TF-based approach to augment regenerative potential and ameliorate decline in stem cell function.

Our reprogramming algorithm, Mogrify, identified three TFs (*Egr1, Irf1, Fosb*) that are downregulated in aged ISCs and are predicted to control up to 80% of the age specific ISC transcriptome network changes. Therefore, we tested the TFs predicted by Mogrify in combination to reach high levels of network coverage, as per the original publication. However, we cannot directly exclude that a combination of 2 factors might also positively affect organoid regenerative potential.

There is published evidence that links the function of all three TFs either to organismal lifespan or directly or indirectly to energy metabolism, which underpins a large proportion of the transcriptional changes between young and aged ISCs according to our gene ontology analyses (Fig. 1j). 

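Of the 223 genes with higher expression in old ISCs at FDR under 0.05, 36 (16.1%) belonged to the gene families standing for the categories of Fig. 1j, against 3.12% of all genes tested (odds ratio 6.44, Fisher's exact test, two-sided, p = 3.2e-16). The citric acid cycle and respiratory chain gave 14 of them (odds ratio 9.84, exact p = 1.5e-09) and biological oxidation 17 (odds ratio 12.5, exact p = 1.0e-12). Of the 14, 7 were mitochondrially encoded mRNAs, 4 nuclear-encoded respiratory chain genes and 3 citric acid cycle genes. With total counts, the 7 higher genes of this category were all mitochondrially encoded mRNAs. Translation gave 5, with an odds ratio of 1.43 (exact p = 0.41). Of the 86 genes with lower expression, 2 (2.33%) belonged to any of these families (odds ratio 0.738, exact p = 1). The same shares were taken under the alternative fits, a choice made after seeing the data. With total counts, 14 of 96 higher genes (14.6%, odds ratio 5.45) and 88 of 4554 lower genes (1.93%, odds ratio 0.511, exact p = 5.6e-09) belonged to the families, and none of the 14 to translation. With offsets for GC content and gene length, these were 20 of 126 higher genes (15.9%, odds ratio 6.10) and 2 of 45 lower genes (4.44%, odds ratio 1.45, exact p = 0.65), and 1 of the 20 belonged to translation. Genes are not independent replicates, and the families are lists of gene symbols, not the gene ontology terms of the paper. The families were written after Supplementary Table 1 had been read, and 270 of the 309 called genes are in that table. These shares are therefore no independent support for Fig. 1j.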

As such, it has been shown that *Egr1* overexpression extends lifespan in C. elegans^25^ and that it plays a role in lipid metabolism^26^. *Fosb* has been implicated with regulating systemic energy metabolism in the brain^27^. *Irf1*’s TF activity is controlled by its acetylation status which is mediated by NAD-dependent enzyme Sirt1^28^.

Genomic regions close to or within the gene bodies of *Egr1*, *Irf1*, and *Fosb* were hypermethylated with age, signifying that their downregulation (or inability to be upregulated during regeneration like in the case of *Egr1*) might have been orchestrated by changes to the epigenome acquired over time. To improve the age defective circuitry that is controlling ISC regeneration for therapeutic intervention, correcting age-related changes in the underlying epigenome for these key factors might offer a strategy to restore bona fide youthful function in future regenerative medicine applications. While our current data demonstrate that Irf1, Egr1, and FosB factor modulation can augment ISC regenerative potential in vitro, future in vivo work will be required to determine to what degree overexpression affects overall age-related transcriptional changes (e.g., Fig. 1c, e) and to what extent this restores a more youthful gene expression signature. Furthermore, studies on human organoid cultures will be required to confirm whether these factors, or another set of factors, have a similar effect on ISC regenerative capacity across species.

In summary, by using a reprogramming algorithm, we predicted and validated 3 TFs that control ISC regenerative capacity and are getting dialed down with age. As a model for our findings, we propose that age-induced epigenetic alterations of key genes shift the ISC TF network to a state of decreased regenerative potential. Collectively, we anticipate that our findings will open the door for future clinical applications in improving regeneration of the gastrointestinal tract.

## Methods

### Animal maintenance

Wild-type C57/Bl6 and Lgr5-EGFP-IRES-CreERT2 female mice were used. Animals were housed in specific pathogen-free animal house conditions at the animal facility (Monash Animal Research Platform) in strict accordance with good animal practice as defined by the National Health and Medical Research Council (Australia) Code of Practice for the Care and Use of Animals for Experimental Purposes as previously described. Experimental procedures were approved by the Monash Animal Research Platform Animal Ethics Committee. Animals were maintained under a 12/12 h light/dark cycle at a temperature of 20 °C with free access to food and water.

### 5-FU induced injury model

In order to induce injury in young and aged mice, a single dose of the chemotherapeutic drug 5-fluorouracil (150 mg/kg body weight, Sigma-Aldrich) that targets the proliferative cells of the intestinal epithelium was administered via an intra-peritoneal injection. Six mice were randomly selected from the aged and young animal groups and euthanised at 0 and 12 h post 5-FU administration. Following tissue isolation, the small intestine was flushed gently with cold phosphate-buffered saline (PBS), swiss-rolled and fixed overnight in 4% paraformaldehyde (Merck). The jejunum tissues were embedded in paraffin wax and sectioned at 4 μm onto Superfrost slides (Menzel-Glaser).

### Immunohistochemical analysis

Immunohistochemical staining was performed as previously described^29^. Briefly, slides were deparaffinised in xylene, rehydrated in graded alcohols and incubated in citrate buffer solution (pH = 6) for 10 min in a pressure cooker. Endogenous peroxidases were then blocked by incubating slides in 1% hydrogen peroxide for 5 min. After several washes with PBS, slides were blocked with CAS block (Life Technologies) for 1 h at room temperature before incubation overnight at 4 degrees with primary antibodies diluted in PBS containing 1% bovine serum albumin (anti-EGR1 antibody, 1/100, Cell Signaling, #4153; anti-FOSB antibody, 1/100, Cell Signaling, #2251; anti-IRF1 antibody, Abcam, 1/200, #ab186384). After 3 washes with PBS for 5 min each, slides were incubated with goat anti-rabbit or goat anti-mouse horseradish peroxidase conjugated secondary antibodies (1/200, Life Technologies) diluted in 1% BSA for 1 h at room temperature. After 3 washes with PBS for 5 min each, detection was visualized with DAB substrate chromogen (DAKO) for 1 min. Sections were then counterstained with hematoxylin for 2 min, dehydrated and mounted with DPX mounting medium (Sigma-Aldrich). The quantification of DAB signal intensity for EGR1, FOSB and IRF1 was performed using the software Fiji. Following color deconvolution, the average gray value within the crypt domains of DAB-stained pictures was calculated. The optical density per picture was determined as follow: OD = log (255/average gray value). The optical intensity was quantified in 30 crypt domains per animal.

### Isolation of intestinal cells

The isolated small intestine was flushed with PBS and opened longitudinally. The tissue was then scraped with a glass coverslip to remove villi, cut into 5-mm pieces and washed with PBS five times (20 inversions of the tube per wash). Following incubation for 30 min at 4 °C in 4 mM EDTA-PBS, intestinal crypts were released from small intestinal tissue fragments by mechanically pipetting with a 10 ml pipette in PBS and repeating this step twice. After centrifugation (430 × *g* for 5 min at 4 °C), the pellet was resuspended in PBS and strained using a 70-μm cell strainer (BD Biosciences). Following centrifugation (430 × *g* for 5 min at 4 °C), the collected crypts were incubated for 30 min at 4 °C in DMEM/F12–10% serum (Gibco), pelleted again by centrifugation (430 × *g* for 5 min at 4 °C) and then dissociated in TrypLE Express (Invitrogen) supplemented with 10 μM Rock inhibitor (Y-27632, Abcam) and 2.5 µg/ml DNAse 1 (Sigma-Aldrich) for 4 min at 37 °C. The dissociated cells were strained using a 70-μm cell strainer and were washed twice with PBS and collected by centrifugation at 4 °C at 430 × *g* for 5 min. Cellularized intestinal epithelial were labeled with antibodies and ISCs isolated by FACS (SM6 strategy, CD31^−^/CD45^−^/CD24^med^/CD166^+^/CD44^high^/GRP78^low^/EPHB2^high^/EPCAM^+^) as described previously in great detail^12,30^.

### Organoid culture initiated with purified ISCs

This was performed as described previously^31^. In brief, FACS-isolated ISCs were centrifuged (430 × *g* for 5 min at 4 °C) and the cell pellets resuspended in growth-factor reduced matrigel (1000 cells per microliter of Matrigel) (Corning, #356231). 5000 cells were seeded per well in a 96 well plate (4 technical replicates per condition). The culture medium consisted of basal crypt culture medium supplemented with 50 ng/ml EGF (Peprotech), 100 ng/ml NOGGIN (Peprotech), 1 µg/ml R-SPONDIN 1 (R&D Systems), 1 μM Jagged-1 (Genscript), 10 μM Y-27632 (Abcam), 100 ng/ml WNT-3a (Peprotech) and 2.5 μM CHIR (Stemgent). 100 µl of crypt culture medium was overlaid per well. ISCs were maintained in a 37 °C humidified atmosphere under 5% CO2. After 3 days, the culture medium was replaced by freshly made culture medium without Y-27632 and WNT-3a. After 4 days in culture, the number of cells per well was evaluated using the Presto Blue cell viability assay (Invitrogen). Organoids were incubated with Presto Blue solution for 20 min at 37 °C. The solution was then transferred into a new fluorescence-grade black 96 well plate and fluorescence measured using a plate reader (excitation: 540 nm; emission: 590 nm; BMG Labtech, Fluostar Optima). Organoids were then fixed with 5% formalin overnight and stained with DAPI for 30 min. Organoid number and area was quantified using the ImageXpress Pico automated cell imaging system (×4 magnification) and the CellReporterXpress image acquisition and analysis software (version 2.8.2.669). The inbuilt Cell Count module was used with the following settings: intensity—125, Minimum width—20, Maximum width—1000.

### Lentiviral transduction of organoid cultures

The multicistronic lentiviral constructs (e.g., Supplementary Fig. 6a) and shRNA carrying lentiviral constructs used in this study were purchased from Vectorbuilder. Knockdown experiments were performed with a pool of two shRNA lentiviruses against the same target gene. All constructs used in this study harbored a mCherry reporter fused to the open reading frame of the Neomycin resistance gene. Viral particles were produced as described previously^32^. Two days before transduction, established organoid cultures (directly established from crypt preparations) were re-plated and exposed to organoid media supplemented with 2.5uM CHIR (StemGent) and 10 mM Nicotinamide (Sigma-Aldrich) to obtain cystic, hyper-proliferative crypts. Treated organoid cultures were liberated from Matrigel and broken up into smaller pieces with a syringe using a 26-gauge needle. Organoid fragments were then dissociated into small cell clusters by incubation with TrypLE Express (Invitrogen) supplemented with 2.5 µg/ml DNAse I (Sigma-Aldrich) for 3 min, followed by quenching with 10 ml DMEM media containing 10% FBS. Cell clusters were spin inoculated (750 × *g*, for 1 h at room temperature) with high titer lentiviral preparations in organoid media supplemented with 2.5uM CHIR, 10 mM Nicotinamide and Polybrene (Millipore). Following spin inoculation and 3 h in a 37 °C incubator cell clusters were re-embedded in Matrigel in organoid media supplemented with 2.5 µM CHIR and, for the first 24 h, with Y-27632 (MedChem Express). After 5 days, CHIR was withdrawn and 100 μg/ml Geneticin (Sigma-Aldrich) added for positive selection of transduced cells.

### FACS isolation of ISCs from organoids

Organoid cultures were mechanically liberated from matrigel by frequent pipetting and then pelleted for 3 min at 450xg. After a washing step with PBS, followed by a second round of centrifugation, organoids were incubated with TrypLE Express (Invitrogen) supplemented with 2.5 µg/ml DNAse 1 (Sigma-Aldrich) and Y-27632 (MedChem Express) for 2.5 min and then cellularised, after addition of an equal volume of FBS, by gentle pipetting. The resulting cell pellets (3 min at 450 × *g*) were labeled, and ISCs positive for the mCherry reporter were isolated according to a modified version of our SM6 gating strategy^12^ for in vitro culture cells (for FACS enrichment strategy for mCherry+/CD24med/UEA1low/CD44high/EphB2high cells, see Supplementary Fig. 7 for gating strategy). Before submitting the sorted cells to the organoid formation assay (see section “Organoid culture initiated with purified ISCs”) we verified via FACS re-analysis that the sort cells had retained a high degree of viability (>80%).

### RNA sequencing and analysis

RNA was extracted with Qiagen’s RNeasy micro kit from 2–3 × 10^4^ FACS-isolated cells. For generation of sequencing libraries, 25 ng of RNA (RIN value >8) were submitted to SPIA amplification (NuGen). 2 biological pool replicates per condition were sequenced using the HiSeq 3000 sequencing platform (Illumina, San Diego, CA, USA). Of note young and old samples analyzed and presented in Fig. 1c, d using a full length (FL) transcript RNA-sequencing approach were derived from the cells of a pool of 5 animals per condition and replicate. Each library was single-end with a 50–100 nt read length. The targeted number of sequencing reads per sample was 30 million. Raw sequencing reads were assessed for overall quality using FASTQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Sequencing specific adaptors and low quality reads (Phred score of 3 consecutive bases below 15, minimum read length of 36 nt) were filtered and hard trimmed using Trimmomatic [v 0.30]^33^. Where RNA-sequencing reads were 100 nt length, a crop to a length of 50 bp was performed (Trimmomatic [v 0.30]^33^.

For the RNA-sequencing data displayed in Supplementary Fig. 3a, b and Fig. 1c, d (excluding FL samples) a 3-prime biased approach was used to generate sequencing libraries^34^. An 8 bp sample index and a 10 bp unique molecular identifier (UMI) were added during initial poly(A) priming and pooled samples were amplified using a template switching oligonucleotide. The Illumina P5 (5′ AAT GAT ACG GCG ACC ACC GA 3′) and P7 (5′ CAA GCA GAA GAC GGC ATA CGA GAT 3′) sequences were added by PCR and Nextera transposase, respectively. The library was designed so that the forward read (R1) utilizes a custom primer (5′ GCC TGT CCG CGG AAG CAG TGG TAT CAA CGC AGA GTA C 3′) to sequence directly into the index and then the 10 bp UMI. The reverse read (R2) uses the standard R2 primer to sequence the cDNA in the sense direction for transcript identification. Sequencing was performed on the NextSeq550 (Illumina), using the V2 High-output kit (Illumina, #TG-160–2005) in accordance with the Illumina Protocol 15046563 v02, generating 2 reads per cluster composed of a 19 bp R1 and a 72 bp R2.

Sample reads were aligned to the mouse genome (GENCODE GRCm38 primary assembly) using STAR version 2.4.2a^35^. Transcript quantification was performed using featureCounts (exonic regions of GENCODE’s vM15 annotation version)^36^, and transcripts with more than 5 sequencing reads and 1 count per million of mapped reads in at least one sample were used for further analysis, previously library-size normalized using the TMM method^37^. Differential gene expression analysis was performed using limma voom with sample quality weights^38–40^. DEG were only determined for FL samples displayed in Fig. 1c, d.

Descriptive statistics and plots were analyzed and produced using limma^40^, EdgeR^41^, gplots version 3.0.1 (http://CRAN.R-project.org/package=gplots), and ggplot2 (https://cran.r-project.org/web/packages/ggplot2). Multidimensional scaling and principal component analysis was performed using limma’s plotMDS function and R on samples where gene read counts were scaled to the total number of sequencing reads per sample per million of mapped reads. Scaled gene read counts were log base 2 transformed (a moderation of 10 reads post scaling was used). Unsupervised hierarchical clustering (Pearson’s correlation) analyses were performed using limma^40^, bioDist (https://www.bioconductor.org/packages/release/bioc/html/bioDist.html) and hclust (https://stat.ethz.ch/R-manual/R-devel/library/stats/html/hclust.html) respectively. Comparative gene expression between 2 months ISCs and 22 months ISC and ISC NR was undertaken with edgeR (glmFit and glmLRT functions). Other statistical tests were performed as indicated in the figure legends.

The data displayed in Fig. 1c, d exhibited a technical batch effect, due to different times of sequencing and different library types (FL vs. 3′primed based). We overcame this by utilizing RUV^42^ normalization on negative control genes. We select genes that are both stable with respect to ageing and treatment conditions in the data. Specifically, with a maximum log fold change of 0.2, a minimum FDR of 0.5 and a minimum average expression (log CPM) of 5 in both contrasts. We proceed with 844 negative control genes to normalize the data using the RUVg method and k = 1.

### Single-cell RNA sequencing and analysis

Chromium controller (10× Genomics) cell isolation, encapsulation and library construction were performed as per the manufacturer’s instructions “Chromium Single-Cell 3′ Reagent Kit V2 User Guide”, 10X Genomics document number CG00052 Revision 3. A total of 12 cDNA amplification cycles were used. A total of 16 cycles of library amplification were used. Illumina sequencing was carried out using an Illumina NextSeq 500 using SBS V2 chemistry in high-output mode according to the recommendations outlined by 10X Genomics “Chromium Single-Cell 3′ Reagent Kit V2 User Guide”, 10X Genomics document number CG00052 Revision 3, with the exception that the second read was extended to 115b instead of 98b. Libraries were diluted according to the manufacturer’s instruction “NextSeq 500 System User Guide” Illumina document number 15046563 v02 and loaded at 1.8pM. Counts were produced using the 10X Genomics CellRanger pipeline v1.3.1, using the default settings. Data was analyzed and visualized using ASAP, a web-based platform for the analysis and interactive visualization of single-cell RNAseq data^43^.

### Mogrify predictions

Mogrify predictions between young and old ISCs were generated as described previously^17,44^ to identify key TFs that control the age specific transcriptome.

### Whole genome bisulfite sequencing by MethylC-Seq

Genomic DNA was isolated with the DNeasy Blood and Tissue Kit (QIAGEN, Cat#69504) according to manufacturer’s instructions. Libraries were prepared using NxSeq AmpFREE Low DNA Library kit (Lucigen, Cat#14000-1). Briefly, 200 ng sample genomic DNA with 0.5% (w/w) unmethylated lambda phage DNA (Thermo Fisher Scientific Cat#SD0011) was fragmented with a Covaris S220 sonicator to a mean length of 200 bp. Fragments were end-repaired, A-tailed, and ligated to methylated Illumina TruSeq adapters (BIOO Scientific, Cat#BIOO-511912) followed by bisulfite conversion using EZ DNA-methylation Direct kit (Zymo Research, Cat#D5024). Library fragments were then subjected to 5 cycles of PCR amplification with KAPA HiFi Uracil+ DNA polymerase (KAPA Biosystems, Cat#KP-KK2801). Single-end 100 bp sequencing was performed on a HiSeq 1500.

### DNA-methylation analysis

Single-end reads were trimmed using Trimmomatic-V0.32, to remove adaptor contamination and poor quality reads^33^. Trimmed reads were then aligned to reference mouse genome (mm10) using BSSeeker2 with default parameters^45^. Reads mapping to multiple locations were removed using sambamba-v0.5.9^46^. Thereafter, bs_seeker2-call_methylation.py module was used to call methylation levels. DMR identification was done using HOME version 0.4^47^. Briefly, HOME-pairwise module was used with *--delta* 0.3 and *--minc* 5 and rest parameters were kept as default for DMR calling. Gene ontology analysis was done using GREAT for hyper and hypomethylated DMRs^48^. Genome context of the DMRs was determined using Goldmine^49^. The heat maps for hyper and hypomethylated DMRs were generated using deepTools^50^. First, we used *computeMatrix* module of deepTools to compute the matrix from the ∆*mCG* in DMRs. The matrix was generated for 1 kb upstream and downstream of DMRs center. Thereafter, *plotHeatmap* module of deepTools was used to plot the heatmap.

### Western blot analysis

Organoid samples were pelleted at 450 × *g* for 1 min, supernatant was removed, and samples were washed twice with PBS followed by repeated pelleting. Samples were lysed with SDS-sample buffer (containing 10% (v/v) glycerol stock, 2% (v/v) SDS, 1.5% (wt/v) DTT, 0.005% (w/v) Bromophenol Blue in 62.5 mM Tris-HCl, pH 6.8) and protein content quantified using Pierce™ BCA Protein Assay kit (Pierce). Proteins samples were denatured at 95 °C for 10 min. SDS-PAGE runs were performed to separate proteins on a 4–15% Mini-Protean TGX gels (Bio-Rad) and transferred to a nitrocellulose membrane (Bio-Rad) for 1 h at 90 V. The membranes were blocked with 5% (w/v) milk or BSA in Tris-buffered saline with Tween-20 for 30 min at room temperature. Primary and secondary antibodies (Supplementary Table 2) were incubated overnight at 4 °C and 1 h at RT respectively; membranes were washed 3×, 5 min/wash after primary and secondary incubation using Tris-buffered saline with 0.1% Tween-20. Membrane was incubated with Clarity™ western ECL substrate (Bio-Rad) and imaged on a ChemiDoc™ MP Imaging System (Bio-Rad). Each blot or gel displayed derive from the same experiment and were processed in parallel.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Figures

REPORTING SUMMARY

## Data Availability

Sequencing data that support the findings of this study have been deposited in the Gene Expression Omnibus (GEO) database with the following accession code GSE198139.

# Supplementary material for: Intestinal stem cell aging signature reveals a reprogramming strategy to enhance regenerative potential
**Source:** NPJ Regen Med. 2022 Jun 16;7:31. doi: 10.1038/s41536-022-00226-7
**Supplement:** Supplementary file 1 — Supplementary Figures

Supplementary Figure 1: Related to Figure 1

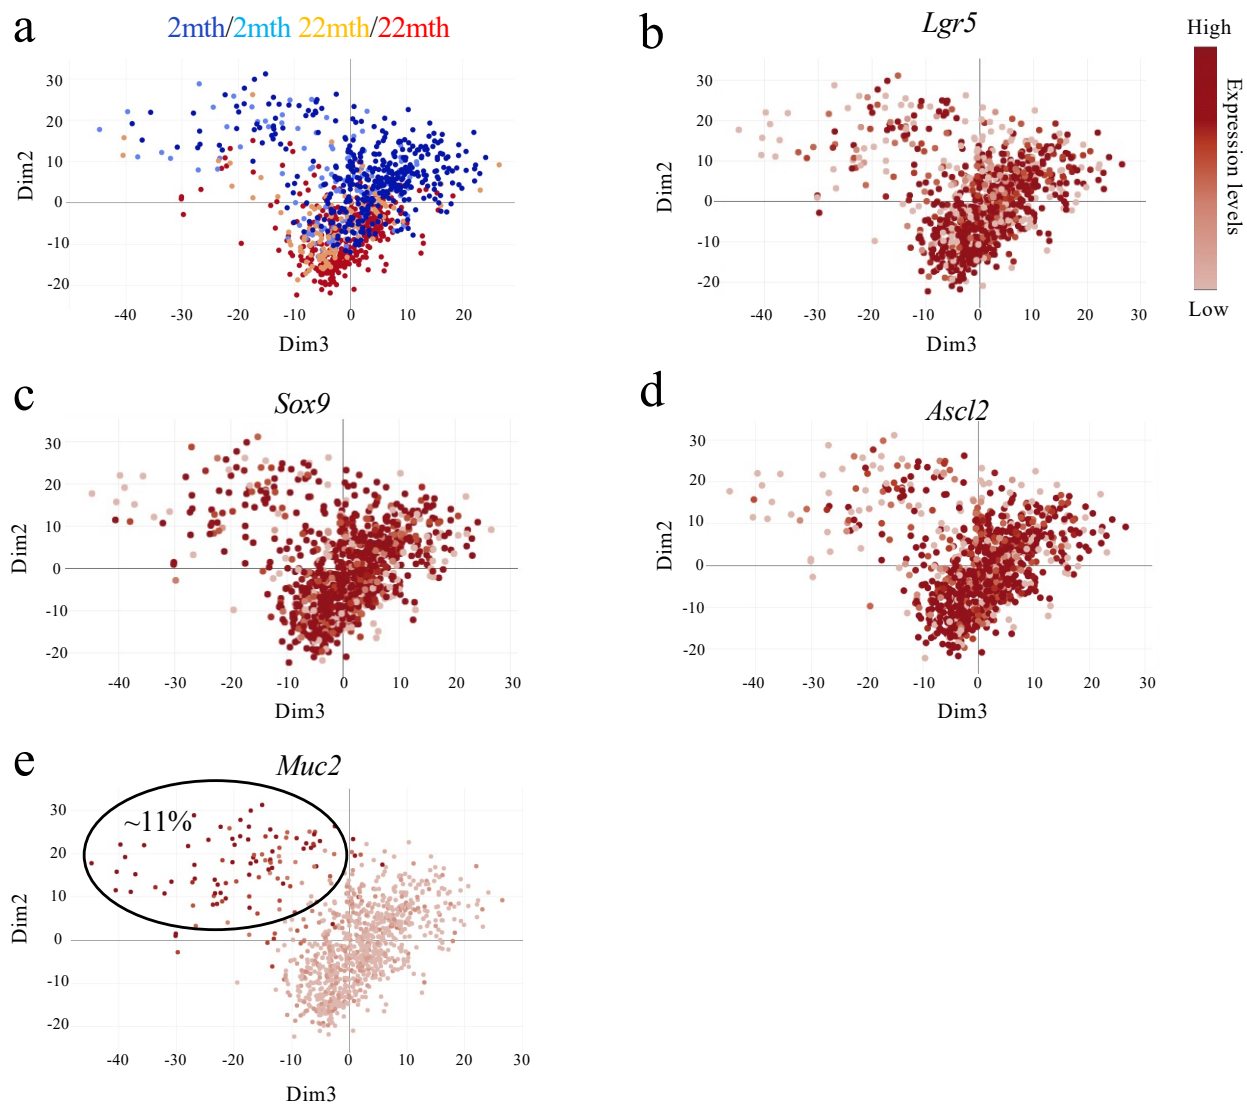

**Supplementary Figure 1: Related to Figure 1.** (a-e) MDS plots of single cell sequencing data set (a) indicating the location of individual replicates (biological replicates n=2 per age group) in the data set and the expression levels of (b-d) key ISC marker genes *Lgr5*, *Sox9* and *Ascl2* and (e) differentiation commitment marker *Muc2*.

Supplementary Figure 2: Related to Figure 1

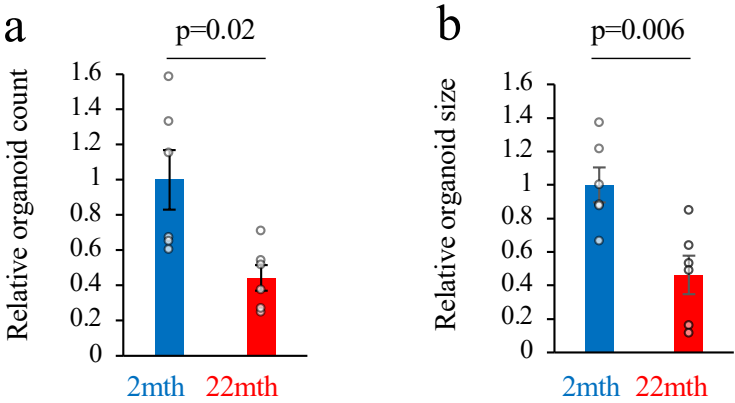

**Supplementary Figure 2: Related to Figure 1.** (a) Relative number and (b) relative size of primary organoids derived from FACS purified ISC<sub>s</sub> for the specified age groups (Mean  $\pm$  SEM, n=6 biological replicates per age group, unpaired two-tailed Student's t test).

Supplementary Figure 3: Related to Figure 1

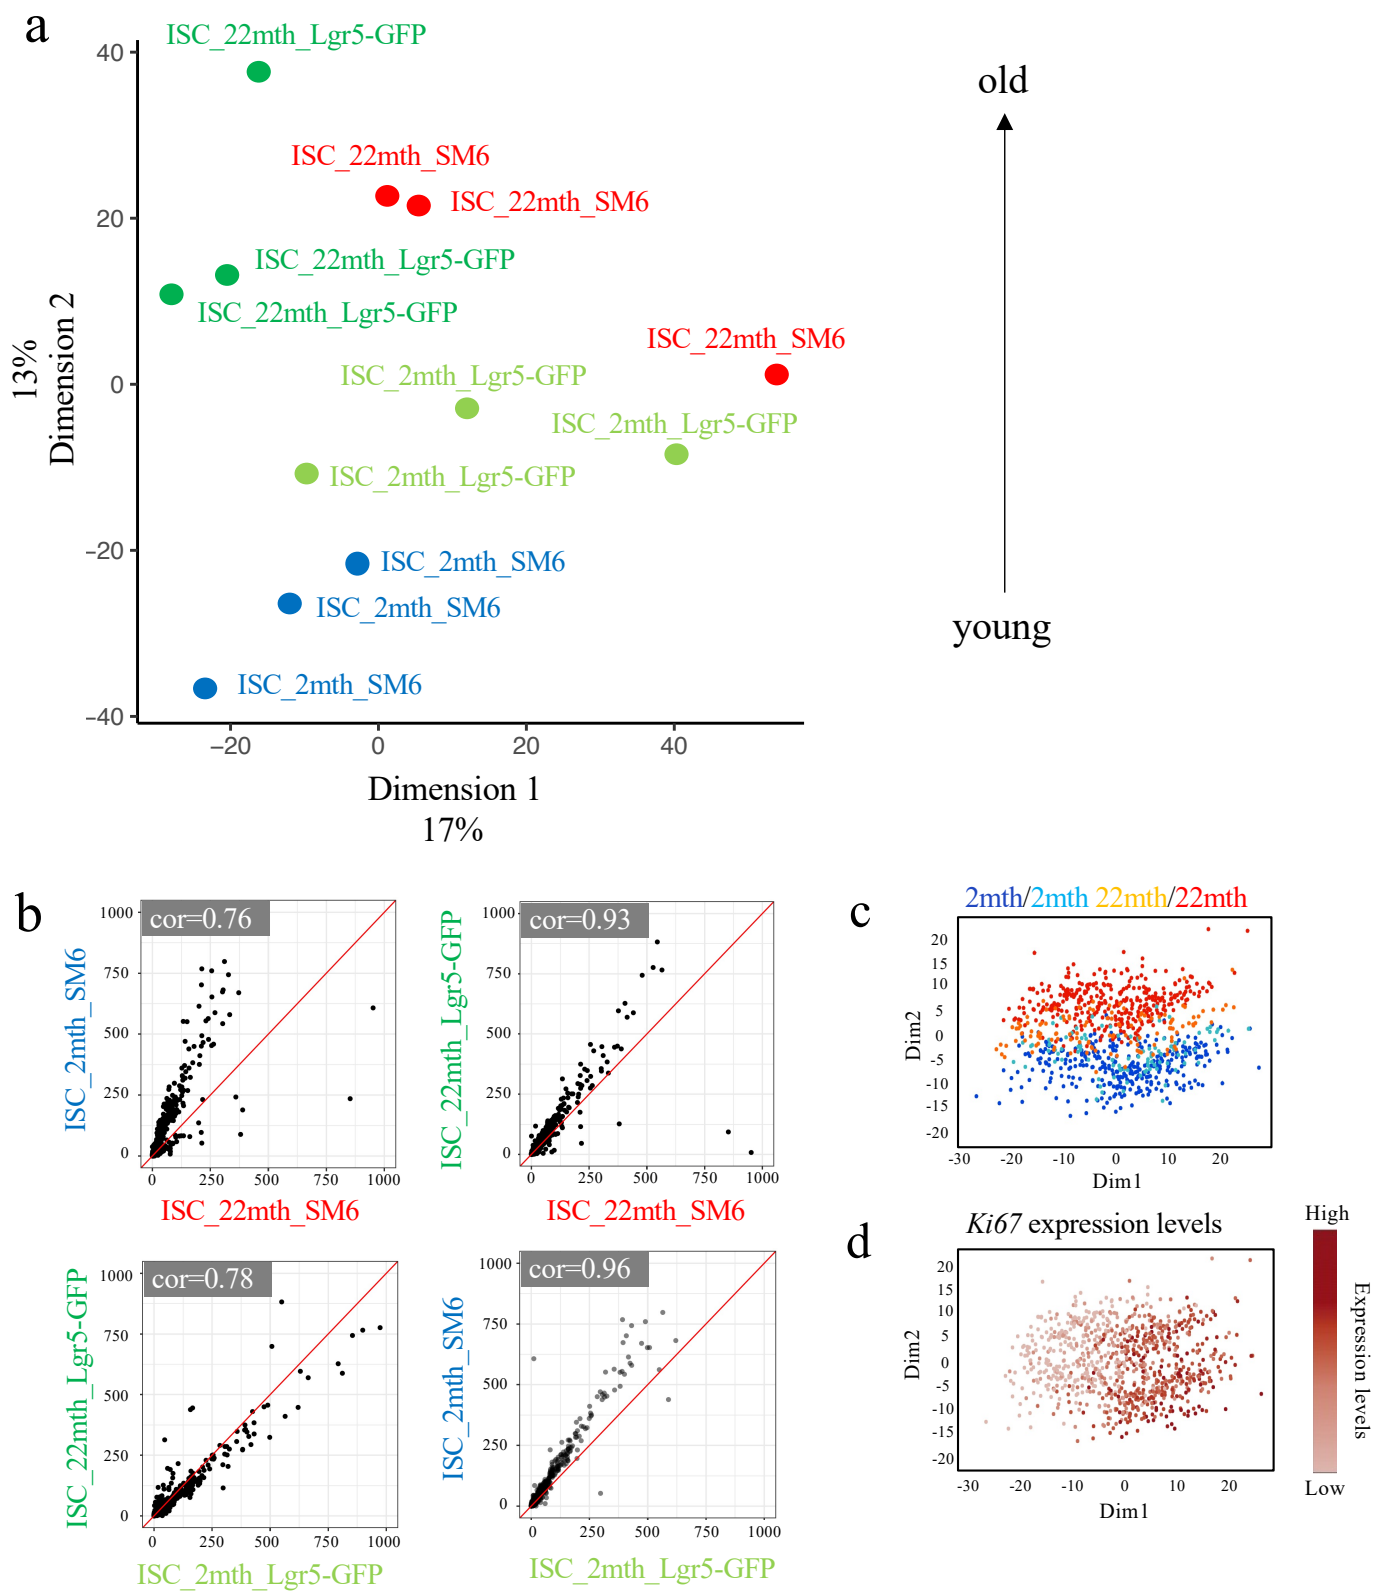

**Supplementary Figure 3: Related to Figure 1.** (a) Principal component analysis of for RNAseq data for ISCs isolated from individual 2mth and 22mth old animals. ISCs were either isolated from wild-type animals using the SM6 strategy (biological replicates, n=3 per age group) or from the Lgr5-GFP strain using the GFP reporter (biological replicates, n=3 per age group) . (b) Pairwise correlation analyses for the genes driving aging trajectory (biological replicates, n=3 per experimental group). (c.d) Additional MDS plots for single cell sequencing data set after depletion of *Muc2* positive cells indicating (c) location of the cells from the 2 biological replicates per age group and (d) expression levels of *Ki67*.

Supplementary Figure 4: Related to Figure 2

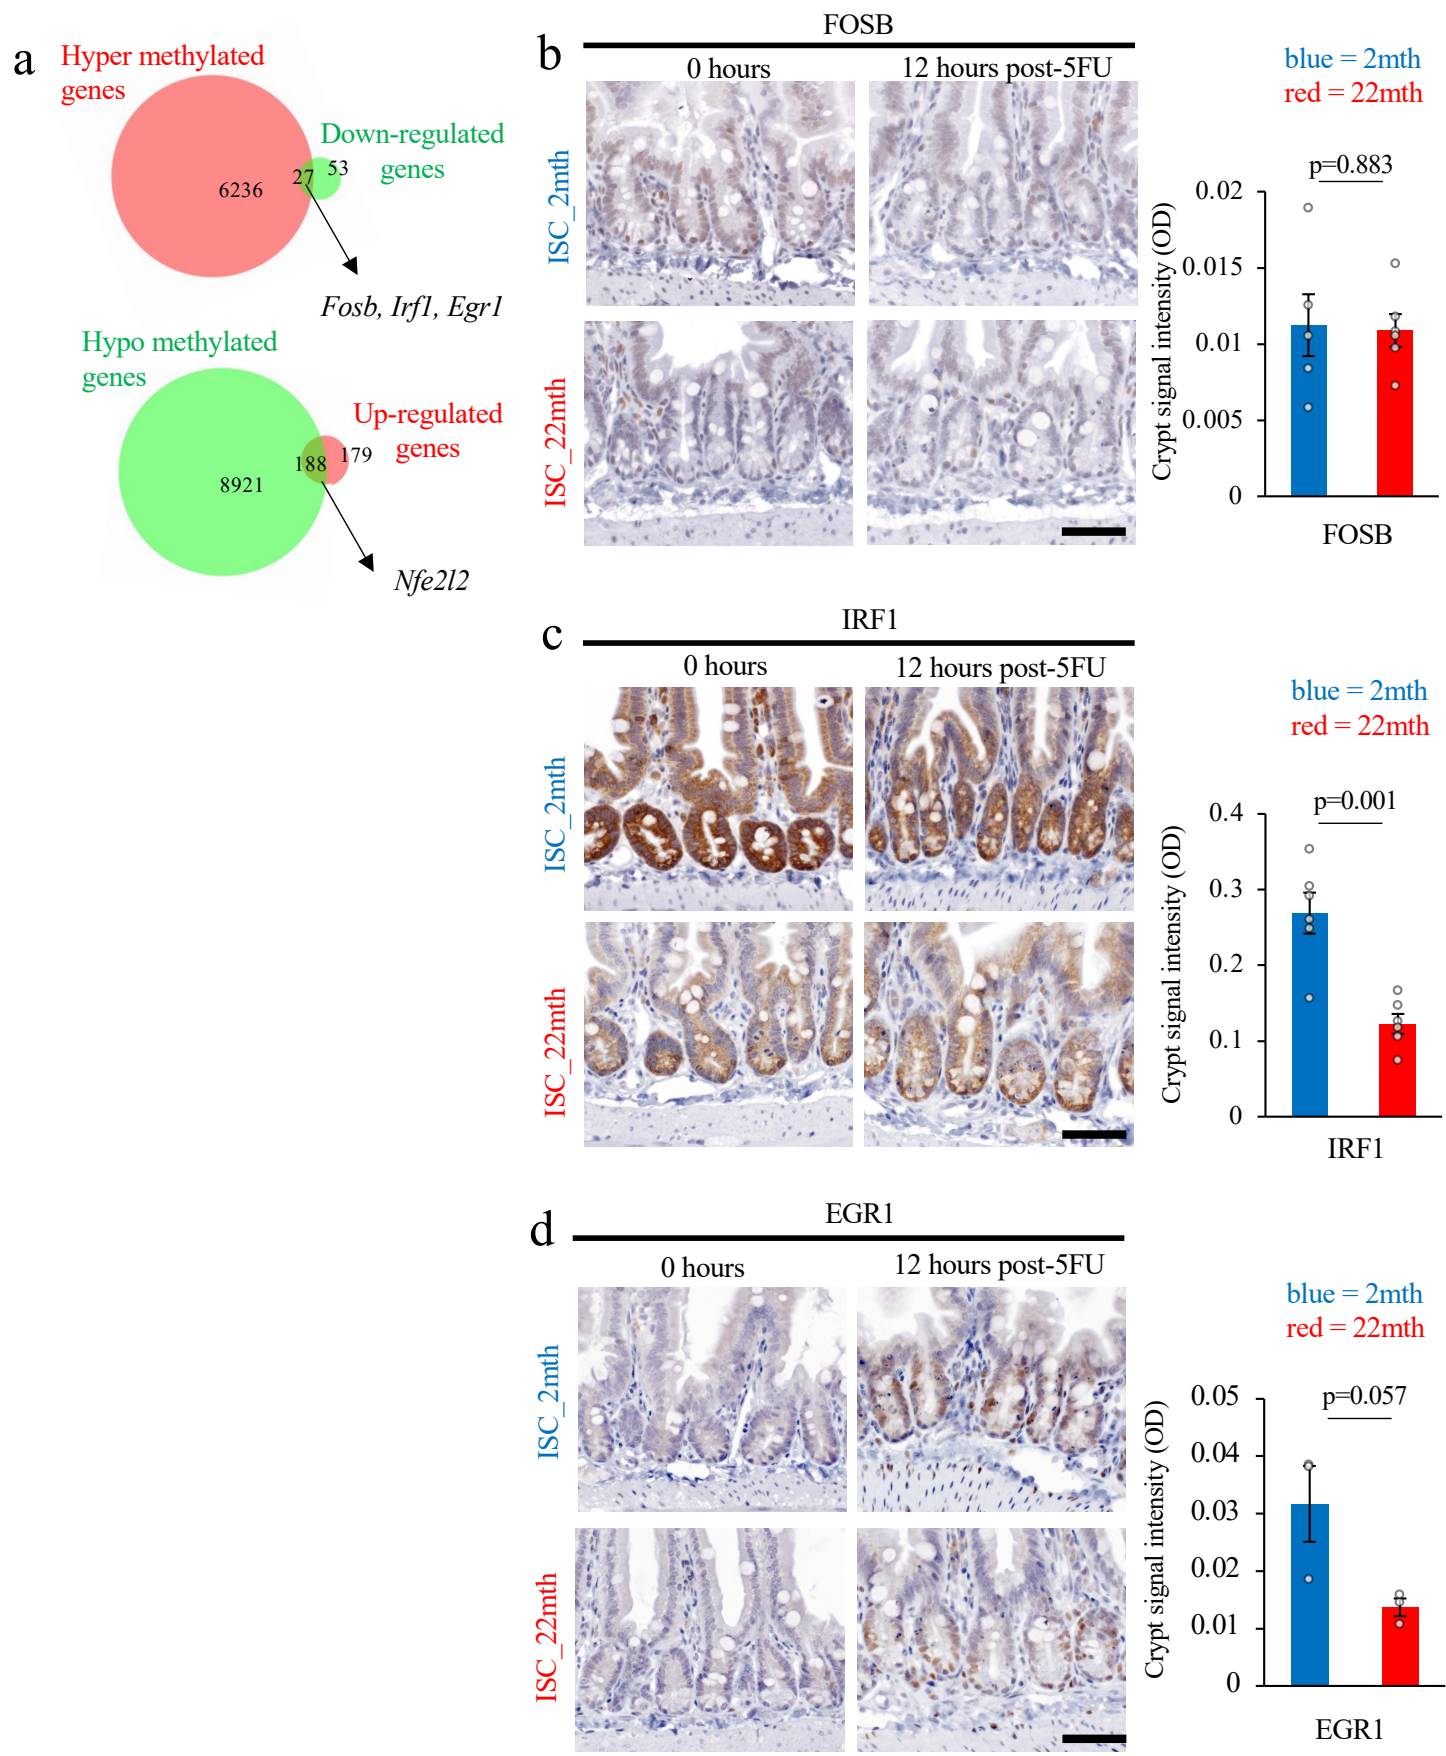

**Supplementary Figure 4: Related to Figure 2.** (a) Overlap between genes that gain or lose DNA methylation status in aged ISCs and genes that are down-regulated or up-regulated at the transcriptional level in aged ISCs respectively. (b-d) Representative pictures (scale bar, 20µm) and quantification of signal intensity of tissue sections labelled for (b) FOSB, (c) IRF1 and (d) EGR1 from 2mth and 22mth old animals under homeostatic conditions or 12 hours after treatment with chemotherapeutic agent 5-FU; for FOSB and IRF1 quantifications were performed under homeostatic conditions (Mean  $\pm$  SEM, 5-6 biological replicates per group, unpaired two-tailed Student's t test) , for EGR1 quantification was performed 12 hours after treatment with 5-FU (Mean  $\pm$  SEM, 3 biological replicates per group, unpaired two-tailed Student's t test).

Supplementary Figure 5: Related to Figure 2

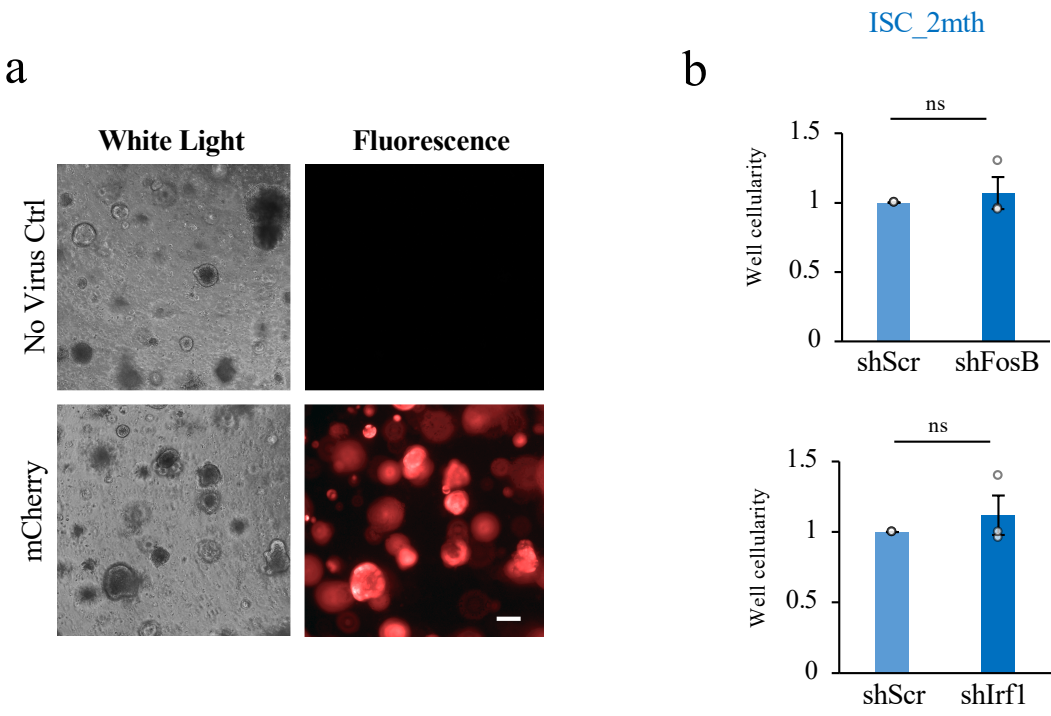

**Supplementary Figure 5: Related to Figure 2.** (a) Representative pictures of organoid cultures infected with or without a mCherry expressing lentiviral construct (scale bar, 200 $\mu$ m). (b) Organoid formation potential of secondary ISC<sub>s</sub> isolated from cultures that have been transduced with a mCherry control construct or constructs expressing shRNAs targeting *FosB* or *Irf1* (Mean  $\pm$  SEM, 3 biological replicates for all experimental conditions, unpaired two-tailed Student's t test).

Supplementary Figure 6: Related to Figure 2

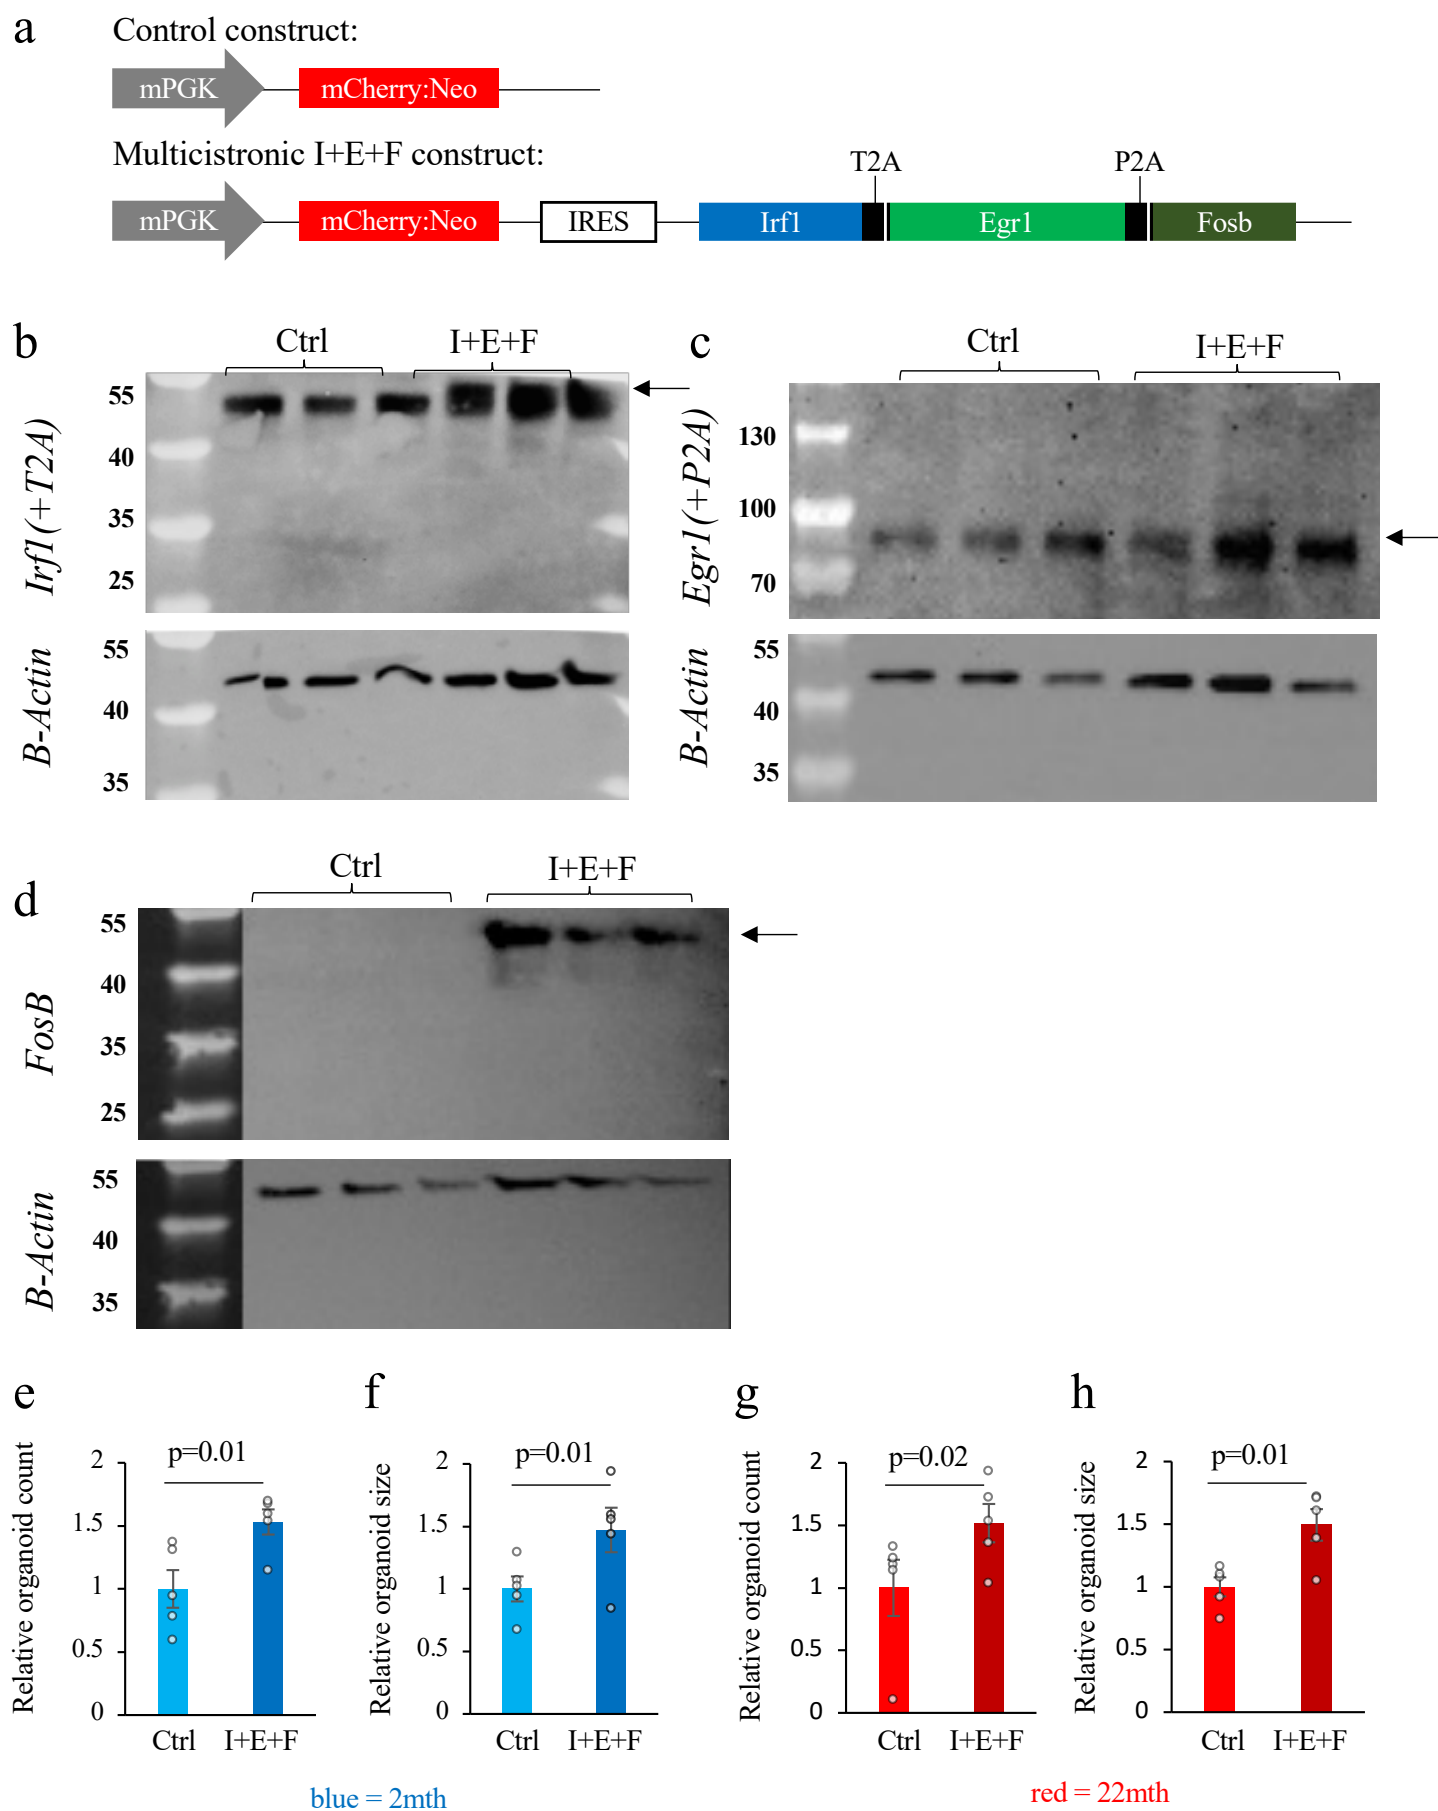

**Supplementary Figure 6: Related to Figure 2.** (a) Schematic of expression cassette (including control construct) used to overexpress Irfl, Egr1 and FosB in intestinal organoids via lentiviral transduction. (b-d) Chemiluminescent Western blot scans for (b) Irfl, (c) Egr1 and (d) FosB for protein extracts from aged organoids transduced with the control of multicistronic I+E+F construct. Irfl and Egr1, expressed via the multicistronic construct, have fusion tags (parts of T2A and P2A element) and as such are slightly larger than wild type proteins (n=3, biological replicates). For panel d, the protein ladder (lane 1), could not be clearly detected via chemiluminescent scanning, but clearly via colorimetric scanning, therefore the ladder sections for (d) are provided in the form of colorimetric scans. (e-f) Relative (e) number of organoids and (f) organoid size per condition (Mean  $\pm$  SEM, 5 biological replicates per group, paired two-tailed Student's t-test) linked to the experimental conditions displayed in Figure 2f,g. (g-h) Relative (g) number of organoids and (h) organoid size per condition (Mean  $\pm$  SEM, 5 biological replicates per group, paired two-tailed Student's t-test) linked to the experimental conditions displayed in Figure 2f,h.

Supplementary Figure 7: FACS gating strategy to enrich for ISC from *in vitro* cultured organoids

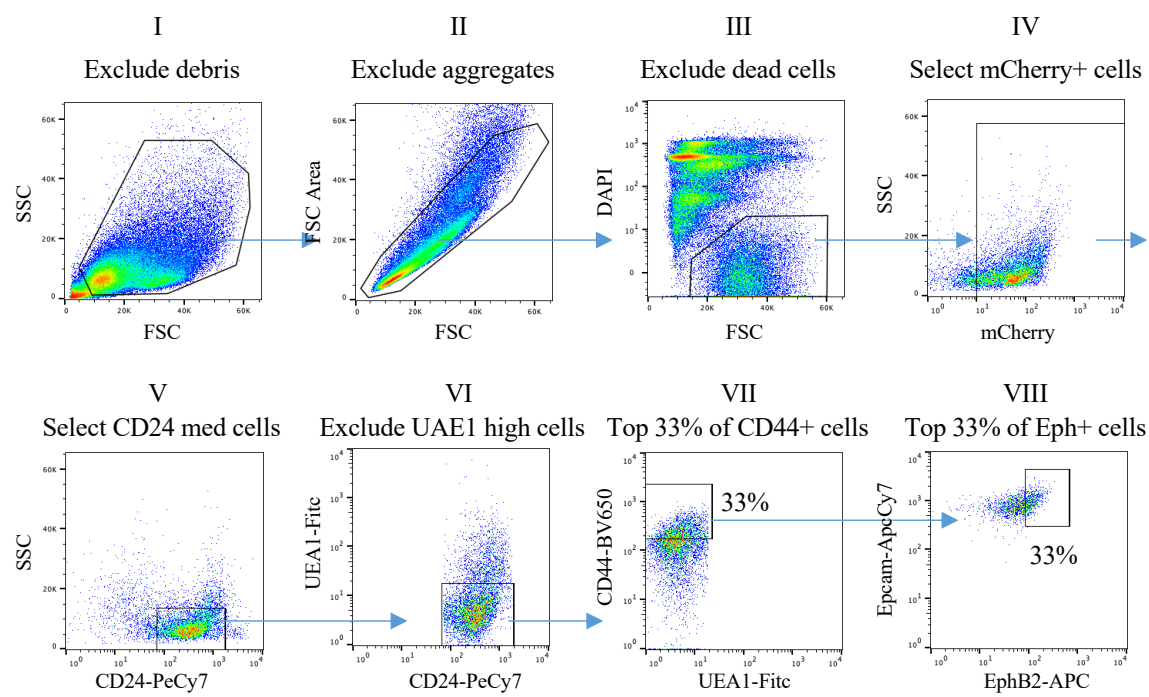

**Supplementary Figure 7: FACS gating strategy to enrich for ISCs from *in vitro culture organoids*.** Following exclusion of debris, cell aggregates, dead cells and mCherry negative cells (I-IV), CD24 med cells were selected (V) followed by a depletion step for UEA1+ Paneth cells (VI). Afterwards ISCs were enriched by gating in on the top ~33% of CD44 high cells (VII) followed by selecting the top 33% EphB2 high population from the Epcam+ cells (VIII). Please note that due to slight differences in labelling intensity gates need to be re-adjusted for each new sort sample.

**Supplemental Table 1: Differentially expressed genes young vs aged ISCs**

| Gene Name     | ISC_2mth | ISC_22mth   | FDR         |
|---------------|----------|-------------|-------------|
| Ptgs1         | 0        | 6.050659122 | 0.014994821 |
| P2rx7         | 0        | 5.60081682  | 0.004044313 |
| Ddr2          | 0        | 5.317508622 | 0.02492109  |
| Ccr2          | 0        | 5.116944008 | 0.027764553 |
| H2-Eb1        | 0        | 4.426758948 | 0.028074029 |
| Ceacam10      | 0        | 3.904168988 | 0.000821237 |
| Gad2          | 0        | 3.544624116 | 0.017316415 |
| Tenm4         | 0        | 3.456451847 | 0.000275923 |
| Tspan18       | 0        | 3.131696561 | 0.018510439 |
| Parp3         | 0        | 3.08089167  | 0.022181277 |
| 2210417A02Rik | 0        | 2.929108181 | 2.74E-05    |
| Dclk1         | 0        | 2.920495562 | 0.044204522 |
| Gm17619       | 0        | 2.546582962 | 0.03936931  |
| mt-Tc         | 0        | 2.485921678 | 0.044344278 |
| H2-Aa         | 0        | 2.480751217 | 0.030908045 |
| Cd74          | 0        | 2.43040482  | 2.35E-05    |
| Fabp1         | 0        | 2.278093163 | 8.64E-06    |
| Slfn4         | 0        | 2.190652574 | 0.036008007 |
| Fmo1          | 0        | 2.180496327 | 0.017718898 |
| Cpe           | 0        | 2.088850064 | 0.046692758 |
| Anks6         | 0        | 2.041427199 | 0.024457385 |
| Cnpy1         | 0        | 1.930330432 | 0.035422979 |
| Cyp4a32       | 0        | 1.909554731 | 0.026451656 |
| Cela1         | 0        | 1.874293849 | 0.030510978 |
| Aim2          | 0        | 1.84665313  | 0.004334551 |
| Gas7          | 0        | 1.824698043 | 0.000371699 |
| Ly6e          | 0        | 1.775020058 | 6.90E-09    |
| 2010106E10Rik | 0        | 1.737762644 | 0.04626163  |
| Rpgrip1       | 0        | 1.725409579 | 0.017718898 |
| Aldh1a1       | 0        | 1.708352415 | 0.004423948 |
| Akr1c19       | 0        | 1.69250492  | 0.009206317 |
| Gm10451       | 0        | 1.691985857 | 0.033593555 |

|          |   |             |             |
|----------|---|-------------|-------------|
| Slc7a9   | 0 | 1.685210496 | 0.007880404 |
| Pla2g5   | 0 | 1.658776913 | 0.010029422 |
| Glt1d1   | 0 | 1.646147548 | 0.035497641 |
| Ddo      | 0 | 1.640246004 | 0.03705273  |
| Syna     | 0 | 1.620730855 | 0.000500928 |
| Ppic     | 0 | 1.586290664 | 0.000110881 |
| Rgs7bp   | 0 | 1.559286916 | 0.008047997 |
| Sulf2    | 0 | 1.5473504   | 0.028074029 |
| mt-Tl1   | 0 | 1.522798396 | 2.35E-05    |
| Mep1b    | 0 | 1.503249936 | 0.003856852 |
| mt-Tm    | 0 | 1.479936432 | 0.04626163  |
| Car4     | 0 | 1.458118746 | 0.000412721 |
| Card6    | 0 | 1.45625124  | 2.35E-05    |
| Rpl15    | 0 | 1.391313354 | 0.006333473 |
| Sis      | 0 | 1.359598211 | 0.000223779 |
| mt-Nd2   | 0 | 1.350303879 | 2.76E-05    |
| Acot1    | 0 | 1.349287239 | 1.23E-05    |
| Tmed6    | 0 | 1.340547895 | 0.033593555 |
| Gm26529  | 0 | 1.32028079  | 0.030908045 |
| Cyp2c65  | 0 | 1.279855146 | 0.000763377 |
| Gsta4    | 0 | 1.273252813 | 0.008195088 |
| Gm6086   | 0 | 1.268007547 | 0.028064966 |
| Gp1bb    | 0 | 1.247204546 | 0.027624471 |
| Chst2    | 0 | 1.245673988 | 0.009206317 |
| Gm37310  | 0 | 1.228031727 | 0.027297607 |
| Samd9l   | 0 | 1.198691072 | 0.027297607 |
| AI427809 | 0 | 1.193038305 | 0.003715099 |
| Reg1     | 0 | 1.184464365 | 0.008749016 |
| Ace2     | 0 | 1.176400042 | 0.016120511 |
| Phgr1    | 0 | 1.152785216 | 0.027624471 |
| Cd55     | 0 | 1.151574897 | 0.00741607  |
| Ablim1   | 0 | 1.145920914 | 0.011208801 |
| Maf      | 0 | 1.137599322 | 0.038962099 |
| Enpep    | 0 | 1.131473058 | 0.001544224 |

|               |   |             |             |
|---------------|---|-------------|-------------|
| Slc1a3        | 0 | 1.129701434 | 0.000423929 |
| mt-Nd6        | 0 | 1.112485818 | 5.01E-05    |
| mt-Nd5        | 0 | 1.099886685 | 8.64E-06    |
| Ifi47         | 0 | 1.096009444 | 0.001328939 |
| Ugt2a3        | 0 | 1.080792809 | 0.042907876 |
| Tst           | 0 | 1.073216308 | 0.01171753  |
| Papss2        | 0 | 1.064583405 | 0.003945494 |
| Rdh14         | 0 | 1.057977853 | 0.01982306  |
| Clec2h        | 0 | 1.035243447 | 0.012151167 |
| Sycn          | 0 | 1.028107799 | 0.013171118 |
| Defa17        | 0 | 1.012681326 | 0.016455163 |
| Cyp2e1        | 0 | 1.005540676 | 0.011312479 |
| Rbp2          | 0 | 0.98244428  | 0.044344278 |
| mt-Nd1        | 0 | 0.975072217 | 8.64E-06    |
| Fabp2         | 0 | 0.973043874 | 0.002860964 |
| Gm15284       | 0 | 0.969569435 | 0.012908883 |
| Acadl         | 0 | 0.952673933 | 0.000821237 |
| mt-Nd4        | 0 | 0.943082135 | 8.64E-06    |
| Fmo4          | 0 | 0.931018865 | 0.03705273  |
| Tmem177       | 0 | 0.928091863 | 0.044344278 |
| Hist1h2bc     | 0 | 0.922982842 | 0.01422218  |
| Cast          | 0 | 0.921497315 | 0.000110881 |
| Rpa3          | 0 | 0.911862737 | 0.03936931  |
| Stox2         | 0 | 0.901640233 | 0.03573349  |
| A130010J15Rik | 0 | 0.900384002 | 0.033593555 |
| Ndufc1        | 0 | 0.900294764 | 0.004044313 |
| Sec61b        | 0 | 0.897863922 | 0.031481217 |
| Sult1b1       | 0 | 0.883690955 | 0.003042009 |
| mt-Cytb       | 0 | 0.856421008 | 0.000368941 |
| Gm13340       | 0 | 0.85327236  | 0.002588921 |
| mt-Co1        | 0 | 0.849725494 | 0.000227776 |
| Gm44250       | 0 | 0.8417305   | 0.004044313 |
| Fam111a       | 0 | 0.840770099 | 0.007880404 |
| Afap1         | 0 | 0.828120538 | 0.031430844 |

|           |   |             |             |
|-----------|---|-------------|-------------|
| Nipsnap3b | 0 | 0.825918743 | 0.014712583 |
| Mospd1    | 0 | 0.819561227 | 0.022767341 |
| Ccnc      | 0 | 0.805360421 | 0.035195113 |
| Msantd4   | 0 | 0.80500754  | 0.010356742 |
| Galnt12   | 0 | 0.803720649 | 0.007012607 |
| Ifitm3    | 0 | 0.803609339 | 0.007990316 |
| Ces2e     | 0 | 0.801784362 | 0.024534138 |
| Oxnad1    | 0 | 0.795401298 | 0.044344278 |
| Fahd1     | 0 | 0.79539819  | 0.00987359  |
| Clic5     | 0 | 0.795196372 | 0.03936931  |
| Defa24    | 0 | 0.792552632 | 0.033593555 |
| Casp4     | 0 | 0.791351187 | 0.019764378 |
| Itgam     | 0 | 0.790116502 | 0.031708824 |
| Uqcrfs1   | 0 | 0.787749543 | 0.000368941 |
| Rab4a     | 0 | 0.778785576 | 0.027639787 |
| Ndufa1    | 0 | 0.778291446 | 0.033593555 |
| Ces2g     | 0 | 0.772270978 | 0.001169923 |
| Txndc17   | 0 | 0.767024175 | 0.000434255 |
| Nampt     | 0 | 0.764039838 | 0.02492109  |
| Rnase1    | 0 | 0.76063057  | 0.004044313 |
| Gatc      | 0 | 0.75935161  | 0.003653421 |
| Hmgcs2    | 0 | 0.755180914 | 0.01394245  |
| Akr1c12   | 0 | 0.754891787 | 0.011849132 |
| Ptd2      | 0 | 0.751740862 | 0.018021988 |
| Prr15     | 0 | 0.750240852 | 0.026602774 |
| Gm24357   | 0 | 0.748733477 | 0.035422979 |
| Cradd     | 0 | 0.743828182 | 0.045372544 |
| Marcks    | 0 | 0.743448356 | 0.000105764 |
| Ywhaq     | 0 | 0.742082549 | 0.006333473 |
| Fdx1      | 0 | 0.740800135 | 0.038962099 |
| Ebag9     | 0 | 0.739393963 | 0.011208801 |
| Slc25a24  | 0 | 0.736596569 | 0.014068589 |
| Skap2     | 0 | 0.736339351 | 0.037866868 |
| Utp111    | 0 | 0.731283199 | 0.033593555 |

|         |   |             |             |
|---------|---|-------------|-------------|
| Nipal1  | 0 | 0.728963614 | 0.042770258 |
| Sec11c  | 0 | 0.725547358 | 0.006845141 |
| Idh1    | 0 | 0.71836321  | 0.013231376 |
| Cmpk1   | 0 | 0.716333482 | 0.002746706 |
| Calm2   | 0 | 0.712021439 | 0.001983028 |
| Ppig    | 0 | 0.710086231 | 0.000155406 |
| Gclm    | 0 | 0.704997862 | 0.008749016 |
| Maoa    | 0 | 0.702302993 | 0.010356742 |
| Prss32  | 0 | 0.702093839 | 0.002025382 |
| Slc6a4  | 0 | 0.702039446 | 0.009835879 |
| Dld     | 0 | 0.695595735 | 0.000368941 |
| Glr3    | 0 | 0.694965611 | 0.042728076 |
| Cd24a   | 0 | 0.69176298  | 2.35E-05    |
| Snx6    | 0 | 0.690762489 | 0.033593555 |
| Ndufa6  | 0 | 0.689710892 | 0.04456691  |
| Pkp2    | 0 | 0.686001104 | 0.000763377 |
| Sav1    | 0 | 0.684828651 | 0.04146396  |
| mt-Rnr1 | 0 | 0.678159215 | 0.000139789 |
| Coro2a  | 0 | 0.669144032 | 0.001085044 |
| Lypd8   | 0 | 0.66898865  | 0.0042246   |
| mt-Rnr2 | 0 | 0.667455823 | 0.000144993 |
| Jagn1   | 0 | 0.66728908  | 0.009263981 |
| Laptn4b | 0 | 0.667164995 | 0.047693037 |
| 42248   | 0 | 0.666879745 | 0.009368624 |
| Gstm3   | 0 | 0.665625768 | 0.028918015 |
| Smim15  | 0 | 0.6629462   | 0.027265512 |
| Inpp5f  | 0 | 0.660543274 | 0.028139897 |
| Ssb     | 0 | 0.652920341 | 0.001846714 |
| Uprt    | 0 | 0.652858209 | 0.037285233 |
| Tmed5   | 0 | 0.652036    | 0.007386026 |
| Nipal2  | 0 | 0.647073579 | 0.042770258 |
| Ccl28   | 0 | 0.646844654 | 0.009368624 |
| Apobec3 | 0 | 0.646757217 | 0.006407305 |
| Bche    | 0 | 0.644370631 | 0.001085044 |

|               |   |             |             |
|---------------|---|-------------|-------------|
| Sgf29         | 0 | 0.642306059 | 0.042770258 |
| Phyh          | 0 | 0.641557207 | 0.005809024 |
| Mrpl30        | 0 | 0.641064183 | 0.010356742 |
| Mrpl36        | 0 | 0.640572153 | 0.011648426 |
| Nxt2          | 0 | 0.638039409 | 0.008749016 |
| Cat           | 0 | 0.637310274 | 5.83E-05    |
| Prr13         | 0 | 0.633513706 | 0.017718898 |
| Bpnt1         | 0 | 0.632646113 | 0.04626163  |
| Ndufaf4       | 0 | 0.632306648 | 0.049946816 |
| Ctsh          | 0 | 0.631091331 | 0.012856171 |
| Chordc1       | 0 | 0.627723315 | 0.014712583 |
| Esd           | 0 | 0.624413434 | 0.012759988 |
| Tmem30a       | 0 | 0.617511326 | 0.039916856 |
| Snx2          | 0 | 0.613557959 | 0.028413444 |
| Casp1         | 0 | 0.613447477 | 0.004876655 |
| Perp          | 0 | 0.612382758 | 0.017521409 |
| Eny2          | 0 | 0.609808387 | 0.009206317 |
| Mylk          | 0 | 0.609305582 | 0.013089951 |
| Tlr3          | 0 | 0.606829705 | 0.017316415 |
| Vt1a          | 0 | 0.605793218 | 0.031496527 |
| Ola1          | 0 | 0.604882318 | 0.003187153 |
| 5330417C22Rik | 0 | 0.604292187 | 0.008047997 |
| Rnaseh2b      | 0 | 0.603772562 | 0.029400943 |
| Ptges3        | 0 | 0.60183276  | 0.027004002 |
| Mdh1          | 0 | 0.600664696 | 0.002700826 |
| Rbbp8         | 0 | 0.598591396 | 0.034786995 |
| Psm2          | 0 | 0.595375453 | 0.010356742 |
| Slc31a1       | 0 | 0.595373395 | 0.0042246   |
| Nfk           | 0 | 0.595274982 | 0.033593555 |
| Xrcc5         | 0 | 0.59452193  | 0.037927486 |
| Slc30a4       | 0 | 0.593901708 | 0.025954897 |
| 9130409J20Rik | 0 | 0.591680577 | 0.040626833 |
| Npm1          | 0 | 0.591129432 | 0.000624173 |
| Slc39a8       | 0 | 0.589880068 | 0.03398164  |

|               |   |             |             |
|---------------|---|-------------|-------------|
| Sh3bgrl       | 0 | 0.588018015 | 0.006333473 |
| Ube2d2a       | 0 | 0.586932792 | 0.046692758 |
| Atf1          | 0 | 0.586308728 | 0.009263981 |
| Scarb2        | 0 | 0.586187538 | 0.002860964 |
| Rfk           | 0 | 0.585545804 | 0.004876655 |
| 4931406C07Rik | 0 | 0.583630529 | 0.005809024 |
| Lap3          | 0 | 0.581699264 | 0.044344278 |
| Chpt1         | 0 | 0.580211917 | 0.014068589 |
| Nop58         | 0 | 0.579382191 | 0.000624173 |
| Otc           | 0 | 0.579195762 | 0.001983028 |
| Gsr           | 0 | 0.577809702 | 0.009150885 |
| Cacybp        | 0 | 0.575688739 | 0.042122445 |
| Adh1          | 0 | 0.575457705 | 0.039537516 |
| Tmem45b       | 0 | 0.568680589 | 0.033991007 |
| Sgpp1         | 0 | 0.563784154 | 0.0042246   |
| Smco4         | 0 | 0.562863903 | 0.040245425 |
| Mapk1ip1l     | 0 | 0.562434122 | 0.00236292  |
| Mgst1         | 0 | 0.562021855 | 0.042907876 |
| Pls1          | 0 | 0.556919301 | 0.004044313 |
| Krr1          | 0 | 0.556707018 | 0.033593555 |
| Zfp422        | 0 | 0.555534267 | 0.030523415 |
| Rrm2          | 0 | 0.55458251  | 0.034710344 |
| Guf1          | 0 | 0.553455343 | 0.033593555 |
| Ndufa8        | 0 | 0.552479984 | 0.035953368 |
| Tmed9         | 0 | 0.552431628 | 0.006629214 |
| Fbxo9         | 0 | 0.552058804 | 0.046767389 |
| Cops5         | 0 | 0.549728191 | 0.027297607 |
| Eif5b         | 0 | 0.54721446  | 0.000616949 |
| Hat1          | 0 | 0.546017312 | 0.032750761 |
| Mut           | 0 | 0.545372012 | 0.044876683 |
| Gm1123        | 0 | 0.545239309 | 0.009368624 |
| Etfa          | 0 | 0.54467891  | 0.011208801 |
| Clca4b        | 0 | 0.542832098 | 0.004044313 |
| Pccb          | 0 | 0.541189936 | 0.028846577 |

|          |   |             |             |
|----------|---|-------------|-------------|
| Sptlc2   | 0 | 0.541124283 | 0.020248564 |
| Naip1    | 0 | 0.539483153 | 0.049946816 |
| Mycbp    | 0 | 0.539449052 | 0.035953368 |
| Arhgap5  | 0 | 0.538681206 | 0.008195088 |
| Ankrd49  | 0 | 0.536073333 | 0.043700545 |
| Aldh9a1  | 0 | 0.536016085 | 0.01171753  |
| Rpl4     | 0 | 0.535341294 | 0.0042246   |
| Hsd17b11 | 0 | 0.53327119  | 0.049305256 |
| Apob     | 0 | 0.533033046 | 0.000155406 |
| 37500    | 0 | 0.532724836 | 0.015679943 |
| Tmx1     | 0 | 0.530309558 | 0.045372544 |
| Dnajc2   | 0 | 0.530047491 | 0.025624435 |
| Prlr     | 0 | 0.529031762 | 0.001593092 |
| Nfe2l2   | 0 | 0.527485348 | 0.002178857 |
| Ppa1     | 0 | 0.527189965 | 0.032750761 |
| Sod2     | 0 | 0.52337514  | 0.047693037 |
| Dnttip2  | 0 | 0.520922013 | 0.018473563 |
| Strap    | 0 | 0.518365829 | 0.016120511 |
| Atp5f1   | 0 | 0.518214116 | 0.019220398 |
| Atad1    | 0 | 0.51785191  | 0.027764553 |
| Dram2    | 0 | 0.51759355  | 0.045164568 |
| Desi2    | 0 | 0.517058306 | 0.016093418 |
| Rab2a    | 0 | 0.514126261 | 0.006629214 |
| Slc25a46 | 0 | 0.511373654 | 0.020108771 |
| Dut      | 0 | 0.510997546 | 0.042785767 |
| Sptssa   | 0 | 0.509043944 | 0.034786995 |
| Arf4     | 0 | 0.506412332 | 0.021177441 |
| Napepld  | 0 | 0.497260209 | 0.033991007 |
| Usp15    | 0 | 0.494387505 | 0.027116194 |
| Fyco1    | 0 | 0.492600189 | 0.011293246 |
| Ceacam1  | 0 | 0.488749252 | 0.000684616 |
| Cpne3    | 0 | 0.488723647 | 0.002746706 |
| Smarca5  | 0 | 0.48593325  | 0.027764553 |
| Ociad2   | 0 | 0.481930328 | 0.003018953 |

|         |   |             |             |
|---------|---|-------------|-------------|
| Pdia3   | 0 | 0.481474267 | 0.000763377 |
| 37316   | 0 | 0.477605076 | 0.013231376 |
| Mbd2    | 0 | 0.475781708 | 0.013480475 |
| Pik3c2a | 0 | 0.475726781 | 0.013185693 |
| Rnf128  | 0 | 0.470302593 | 0.025928916 |
| Aoc1    | 0 | 0.467757673 | 0.014357233 |
| Galnt4  | 0 | 0.467292553 | 0.035953368 |
| Atpif1  | 0 | 0.462536505 | 0.015064034 |
| Krcc1   | 0 | 0.45959651  | 0.033294737 |
| Sdhb    | 0 | 0.457571452 | 0.042770258 |
| Rps21   | 0 | 0.457373562 | 0.033593555 |
| Tm4sf5  | 0 | 0.457046778 | 0.0423098   |
| Acaa2   | 0 | 0.450180442 | 0.039561284 |
| Eif5    | 0 | 0.450142674 | 0.007577129 |
| Cnbp    | 0 | 0.449530945 | 0.004044313 |
| Ssr3    | 0 | 0.448179923 | 0.006541899 |
| Adss    | 0 | 0.445004332 | 0.026602774 |
| Ghitm   | 0 | 0.444313114 | 0.021316141 |
| Tmed7   | 0 | 0.44323873  | 0.045824717 |
| Oat     | 0 | 0.442437349 | 0.002658814 |
| Eif3e   | 0 | 0.441560027 | 0.033524966 |
| Mocs2   | 0 | 0.441528068 | 0.027764553 |
| Golph3  | 0 | 0.439822438 | 0.029017808 |
| Ccar1   | 0 | 0.436803004 | 0.008749016 |
| Paip2   | 0 | 0.43138798  | 0.042105176 |
| B2m     | 0 | 0.429970867 | 0.014174267 |
| Wdr1    | 0 | 0.427500515 | 0.044511453 |
| Hnrnpu  | 0 | 0.42628624  | 0.04146396  |
| Aldob   | 0 | 0.425944337 | 0.009368624 |
| Rps20   | 0 | 0.425731381 | 0.018070308 |
| Ppp2ca  | 0 | 0.424546487 | 0.039537516 |
| Sh3glb1 | 0 | 0.423124761 | 0.037866868 |
| Ywhab   | 0 | 0.420048398 | 0.007880404 |
| Slc5a1  | 0 | 0.41746537  | 0.021177441 |

|         |   |             |             |
|---------|---|-------------|-------------|
| Mgam    | 0 | 0.415834032 | 0.001813697 |
| Ltn1    | 0 | 0.415396428 | 0.042494986 |
| Kif5b   | 0 | 0.412855842 | 0.02492109  |
| Man1a   | 0 | 0.412420256 | 0.026602774 |
| Ppp2r3a | 0 | 0.411297806 | 0.045202582 |
| Suz12   | 0 | 0.41086178  | 0.029222847 |
| Lamp2   | 0 | 0.410092879 | 0.017718898 |
| Rac1    | 0 | 0.405962397 | 0.010356742 |
| Gas5    | 0 | 0.405585953 | 0.028294685 |
| Atp5c1  | 0 | 0.402968161 | 0.035487073 |
| Abcb7   | 0 | 0.396734283 | 0.048571087 |
| Mtpn    | 0 | 0.396140091 | 0.020459064 |
| Tm9sf2  | 0 | 0.395145931 | 0.03681279  |
| Hadh    | 0 | 0.394688001 | 0.042122445 |
| Acat1   | 0 | 0.393119914 | 0.028074029 |
| ErbB2ip | 0 | 0.388493043 | 0.028074029 |
| Hnrnpm  | 0 | 0.387706689 | 0.024786282 |
| Adgrg7  | 0 | 0.385667953 | 0.017718898 |
| Tspan8  | 0 | 0.384650812 | 0.04108603  |
| Atp5a1  | 0 | 0.382824894 | 0.002746706 |
| Dstn    | 0 | 0.382329146 | 0.031708824 |
| Cul3    | 0 | 0.38219626  | 0.038469737 |
| Atp5g3  | 0 | 0.37874831  | 0.021602712 |
| Purb    | 0 | 0.377432488 | 0.016377774 |
| Ugt2b34 | 0 | 0.376962141 | 0.022469366 |
| Slc44a1 | 0 | 0.372987803 | 0.037927486 |
| Slfn9   | 0 | 0.368402783 | 0.027764553 |
| Slc4a4  | 0 | 0.364456018 | 0.033593555 |
| Apc     | 0 | 0.35854367  | 0.015702583 |
| Me2     | 0 | 0.357272819 | 0.037085605 |
| Qser1   | 0 | 0.354511416 | 0.044356106 |
| Cltc    | 0 | 0.353302591 | 0.030644505 |
| Sdha    | 0 | 0.350434184 | 0.01982306  |
| Atp5b   | 0 | 0.349469453 | 0.006407305 |

|               |   |              |             |
|---------------|---|--------------|-------------|
| Ipo7          | 0 | 0.340553366  | 0.040626833 |
| Gatad2b       | 0 | 0.333216068  | 0.037681333 |
| Smc4          | 0 | 0.327929586  | 0.045164568 |
| Cdh17         | 0 | 0.317433143  | 0.020248564 |
| Mbnl1         | 0 | 0.310649542  | 0.026602774 |
| Anxa4         | 0 | 0.305549286  | 0.032623252 |
| Tax1bp1       | 0 | 0.290093291  | 0.046189783 |
| Tpr           | 0 | 0.285971253  | 0.042785767 |
| Eif3a         | 0 | 0.273564103  | 0.035422979 |
| Ncl           | 0 | 0.268306032  | 0.04146396  |
| 9130208D14Rik | 0 | 0.267450687  | 0.04626163  |
| Slc12a2       | 0 | 0.255690321  | 0.047693037 |
| Gm8979        | 0 | -0.243920294 | 0.042770258 |
| Zfhx3         | 0 | -0.342637308 | 0.038192125 |
| Cdk6          | 0 | -0.344776742 | 0.014976673 |
| Hcfc1         | 0 | -0.348867498 | 0.034786995 |
| Tcf20         | 0 | -0.355263871 | 0.03549296  |
| Utrn          | 0 | -0.366044088 | 0.010347069 |
| Ptbp1         | 0 | -0.393761419 | 0.031708824 |
| Rnf43         | 0 | -0.399655078 | 0.038962099 |
| B4galnt2      | 0 | -0.402411968 | 0.042907876 |
| Stra6l        | 0 | -0.409479589 | 0.039537516 |
| Rreb1         | 0 | -0.425205735 | 0.026575468 |
| Myo9a         | 0 | -0.433163898 | 0.024786282 |
| Malat1        | 0 | -0.437651491 | 0.000110881 |
| Trrap         | 0 | -0.448189845 | 0.035240016 |
| Parp1         | 0 | -0.452420224 | 0.030523415 |
| Adcy6         | 0 | -0.452714952 | 0.025928916 |
| Axin2         | 0 | -0.454198177 | 0.010677467 |
| Pdgfa         | 0 | -0.461926792 | 0.049369227 |
| B930095G15Rik | 0 | -0.471968388 | 0.04146396  |
| Zfp827        | 0 | -0.473693232 | 0.045372544 |
| Spen          | 0 | -0.476539538 | 0.026602774 |
| B4galnt1      | 0 | -0.48108776  | 0.032750761 |

|               |   |              |             |
|---------------|---|--------------|-------------|
| Neat1         | 0 | -0.496674149 | 0.015182858 |
| Tnrc18        | 0 | -0.49675897  | 0.039540173 |
| Foxk1         | 0 | -0.505157121 | 0.009368624 |
| Ephb4         | 0 | -0.505617822 | 0.014812066 |
| Kcnq1ot1      | 0 | -0.508492192 | 0.002860964 |
| Ephb2         | 0 | -0.514359952 | 0.040626833 |
| Mark2         | 0 | -0.537831854 | 0.024534138 |
| Prrc2a        | 0 | -0.542788447 | 0.001229894 |
| Foxp4         | 0 | -0.544841275 | 0.026849681 |
| Wnk2          | 0 | -0.54909004  | 0.044876683 |
| Tiam1         | 0 | -0.556408901 | 0.044511453 |
| Igflr         | 0 | -0.562059433 | 0.006629214 |
| Rpl18a        | 0 | -0.576739865 | 0.022469366 |
| Ncor2         | 0 | -0.580498895 | 0.016156255 |
| Dazap1        | 0 | -0.589830059 | 0.025322841 |
| Bcl7a         | 0 | -0.599282964 | 0.042626146 |
| Arhgap39      | 0 | -0.599503228 | 0.017718898 |
| Kmt2d         | 0 | -0.609594256 | 0.000843978 |
| Nav1          | 0 | -0.61896262  | 0.008069973 |
| Cabin1        | 0 | -0.619796372 | 0.028918015 |
| Sdc4          | 0 | -0.62699817  | 0.001328939 |
| Maz           | 0 | -0.64235409  | 0.040898442 |
| Llgl2         | 0 | -0.661235075 | 0.046424382 |
| Gm23935       | 0 | -0.674286508 | 0.012151167 |
| Shisa2        | 0 | -0.675810319 | 0.018279786 |
| Lamc1         | 0 | -0.71104626  | 0.041994735 |
| Gm37364       | 0 | -0.713108056 | 0.001593092 |
| Ergic3        | 0 | -0.713114834 | 0.006629214 |
| 2700049A03Rik | 0 | -0.716296442 | 0.040313481 |
| Sec14l1       | 0 | -0.726897859 | 0.038962099 |
| Lars2         | 0 | -0.728931514 | 0.000134669 |
| Slc7a5        | 0 | -0.7391996   | 0.035953368 |
| 2210407C18Rik | 0 | -0.740121825 | 0.015143495 |
| Dhcr24        | 0 | -0.743575083 | 0.00741607  |

|               |   |              |             |
|---------------|---|--------------|-------------|
| Gm38235       | 0 | -0.751772428 | 0.031481217 |
| Gcn1l1        | 0 | -0.754682167 | 0.00987359  |
| Zbtb39        | 0 | -0.763917031 | 0.016672265 |
| Irf1          | 0 | -0.774878339 | 0.026602774 |
| Gm37159       | 0 | -0.802266418 | 0.045372544 |
| Sorcs2        | 0 | -0.803859057 | 0.011849132 |
| Egr1          | 0 | -0.808527185 | 0.014712583 |
| Iffo2         | 0 | -0.814856225 | 0.012151167 |
| 4930427A07Rik | 0 | -0.822355703 | 0.014357233 |
| Capn1         | 0 | -0.835799558 | 0.010356742 |
| Bcl9l         | 0 | -0.8412542   | 0.008328412 |
| Csnk1g2       | 0 | -0.842726836 | 0.016674472 |
| Hspg2         | 0 | -0.864674501 | 0.009368624 |
| Tmem201       | 0 | -0.883691198 | 0.009581608 |
| Mecomos       | 0 | -0.88867155  | 0.035487073 |
| C430002N11Rik | 0 | -0.889269783 | 0.012738834 |
| Ubald1        | 0 | -0.896952069 | 0.048571087 |
| Wnk4          | 0 | -0.897294534 | 0.031708824 |
| Gm15564       | 0 | -0.921187778 | 0.000821237 |
| Mbd6          | 0 | -0.923651095 | 0.005809024 |
| 4933426K07Rik | 0 | -0.968956818 | 0.033593555 |
| Tpcn1         | 0 | -1.057887152 | 0.014498252 |
| Rn18s-rs5     | 0 | -1.069959706 | 2.76E-05    |
| Fam222a       | 0 | -1.121824621 | 0.033991007 |
| Trp53i11      | 0 | -1.168060499 | 0.011208801 |
| Kif12         | 0 | -1.17096728  | 0.027764553 |
| Bbs9          | 0 | -1.319776664 | 0.005809024 |
| Prpf40b       | 0 | -1.374227138 | 0.033593555 |
| Cux2          | 0 | -1.471951942 | 0.049946816 |
| Fosb          | 0 | -1.528825827 | 0.044344278 |
| Cpm           | 0 | -1.551933079 | 0.001085044 |
| Igsf9b        | 0 | -1.638960588 | 0.038847149 |
| Amotl1        | 0 | -1.731063242 | 0.044344278 |
| Gm44423       | 0 | -1.849110672 | 0.034786995 |

|         |   |              |             |
|---------|---|--------------|-------------|
| Mir6236 | 0 | -2.041836626 | 5.70E-08    |
| Rab6b   | 0 | -2.118913156 | 0.044078471 |
| Pgr     | 0 | -2.563135615 | 0.032616227 |
| Nab2    | 0 | -2.566103268 | 0.037285233 |
| Slc28a2 | 0 | -3.531286616 | 0.000134669 |
| Rps4l   | 0 | -5.734130955 | 0.026602774 |

**Supplemental Table 2. Antibodies used for Western Blot analysis**

| Type      | Antibody                                                                                                                   | Dilution | Antibody<br>Dilution Buffer |
|-----------|----------------------------------------------------------------------------------------------------------------------------|----------|-----------------------------|
| Primary   | EGR1 (15F7) Rabbit monoclonal antibody<br>(Cell Signaling Technology, cat. no. 4153)                                       | 1:250    | 5% (w/v) Milk               |
| Primary   | IRF-1 (D5E4) XP Rabbit monoclonal<br>antibody (Cell Signaling Technology, cat.<br>no. 8478)                                | 1:250    | 5% (w/v) BSA                |
| Primary   | Recombinant Anti-Fos B antibody (abcam,<br>cat. no. ab184938)                                                              | 1:1000   | 5% (w/v) BSA                |
| Primary   | Mouse $\beta$ -actin monoclonal antibody (Santa<br>Cruz, cat. no. sc-47778)                                                | 1:1000   | 5% (w/v) Milk               |
| Secondary | Donkey anti-Rabbit IgG (H+L) Cross-<br>Adsorbed Secondary Antibody, HRP<br>(ThermoFisher Scientific, cat. no. SA1-<br>200) | 1:5000   | 5% (w/v) Milk               |

|           |                                                                                                                               |        |               |
|-----------|-------------------------------------------------------------------------------------------------------------------------------|--------|---------------|
| Secondary | Donkey anti-Mouse IgG (H+L) Highly<br>Cross-Adsorbed Secondary Antibody,<br>HRP (ThermoFisher Scientific, cat. no.<br>A16017) | 1:5000 | 5% (w/v) Milk |
|-----------|-------------------------------------------------------------------------------------------------------------------------------|--------|---------------|

# Supplementary material for: Intestinal stem cell aging signature reveals a reprogramming strategy to enhance regenerative potential
**Source:** NPJ Regen Med. 2022 Jun 16;7:31. doi: 10.1038/s41536-022-00226-7
**Supplement:** Supplementary file 2 — REPORTING SUMMARY

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☐ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

For the organoid experiments, the relative amount of cells per well was evaluated using the Presto Blue cell viability assay (Invitrogen). Fluorescence intensity was measured using a BMG Labtech Fluostar Optima plate reader (excitation: 540 nm; emission: 590 nm). Organoid number and area was analysed using the ImageXpress Pico automated cell imaging system (4x magnification). Imaging of immunohistochemically-stained intestinal tissues was carried out using a Zeiss Axioimager microscope running Axio Vision Rel. 4.7 Software. Sample collection and processing for sequencing experiments (transcriptional and DNA methylation analyses) were performed as described in great detail in the methods section.

#### Data analysis

Organoid number and area was quantified using the CellReporterXpress image acquisition and analysis software (version 2.8.2.669). The inbuilt Cell Count module was used with the following settings: Intensity - 125, Minimum Width - 20, Maximum Width - 1000. The quantification of DAB signal intensity for EGR1, FOSB and IRF1 was performed using the software Fiji. Following color deconvolution, the average gray value within the crypt domains of DAB-stained pictures was calculated. The optical density per picture was determined as follow:  $OD = \log(255/\text{average gray value})$ . Analysis of sequencing data was performed using publicly available software as per the methods section. Morify predictions based on the transcriptional data were performed as previously described (PMID: 26780608).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Sequencing data have been deposited in the Gene Expression Omnibus (GEO) database with the following accession code GSE198139.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

## Antibodies

antibody (EPR18301), Abcam, #ab186384. According to manufacturers' websites, these antibodies were validated for immunofluorescence and immunohistochemistry on mouse tissues.

Antibodies used for Western-blotting:

anti-EGR1 antibody (15F7), Cell Signaling Technology, #4153; anti-FOSB antibody (EPR15905), Abcam, #ab184938; anti-IRF1 antibody (D5E4), Cell Signaling Technology, #8478; anti-B-ACTIN antibody (C4), Santa Cruz, #sc-47778. According to manufacturers' websites, these antibodies were validated for western blotting on mouse tissues.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

How the deposited data were processed for this re-analysis (not part of the article)

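RNA of sorted ISCs from pools of 5 animals was sequenced in 4 FL libraries, 2 from mice of 2 months and 2 from mice of 22 months. The authors trimmed the reads with Trimmomatic, aligned them with STAR to the GRCm38 primary assembly, counted the reads in exonic regions of the GENCODE vM15 genes with featureCounts, and deposited the raw counts per gene. The deposited counts are not normalized and not filtered, and 1 library stands for each pool. Ages and replicates were taken from the sample labels and the paper. Replicates of the same number in both ages are different animals, and the numbers come from the sample labels.

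From these counts, genes with more than 5 reads and more than 1 CPM in at least 1 pool were kept (13692 of 52459 genes listed), as in the paper's Methods. Ages were compared with edgeR (version 4.0.16, R 4.3.3), using TMM normalization, glmQLFit and glmQLFTest, no covariate, and Benjamini-Hochberg adjustment over the genes kept, with a threshold of FDR 0.05. Standard errors were taken from the log2 fold change and the test's F value. Alternatives were limma 3.58.1 (voom with and without sample quality weights), DESeq2 1.42.0 without independent filtering, edgeR's likelihood ratio test, DESeq2's size factors (RLE), total counts, the upper quartile, TMM without the mitochondrially encoded genes and ribosomal RNA-like loci, no filter, filterByExpr, at least 10 counts in every library, the replicate number as a block, and offsets for GC content and gene length. The offsets came from a lowess fit (span 0.3, 3 iterations) in each library, on exonic GC content and then on exonic length. Each pool was also left out in turn, for log2 fold changes only, since 1 age then has 1 pool.

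Gene families were tested with limma's camera (preset inter-gene correlation 0.01), with the correlation estimated from the data and 10000 random lists matched on mean expression as alternatives. The lists were written before the counts were examined but after Supplementary Table 1 had been read, so members outside that table were also tested, a choice made after seeing the data. Genes named in the text are those the paper names, the 5 with the lowest FDR in each direction, the 3 with the lowest FDR in each direction of Supplementary Table 1, and at most the 5 members of lowest p of a list. Gene positions, GC content and lengths came from the GENCODE vM21 annotation of GRCm38, matched by symbol, as the vM15 annotation was not used here. Names of 47976 of the 52459 genes matched a symbol and 200 an older symbol, 4151 matched none, 106 matched several genes, and 26 were date-like or repeated. The share of a gene's 50-nt stretches found in transcripts of other genes was counted by exact match on either strand.

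The fits were tested on simulated counts with the means, depths and dispersions of the real libraries. Changed genes were drawn only from genes above a minimum mean count. Of 200 genes changed by 1 or 2 on the log2 scale, up or down, 171 were called by the quasi-likelihood test (85.5%). With them, 9 unchanged genes were called. Recovery of genes with lower counts, or with smaller changes such as the median changes of the called genes, was not tested. Voom with sample quality weights recovered 82.5% and DESeq2 74.5%. With a trend on GC content added, 25 unchanged genes were called without offsets and 9 with them. With no changed gene, 0 were called. Camera gave an unadjusted p under 0.05 for 3 of 200 random lists and detected a list shifted by 0.3 on the log2 scale. Genes were simulated independently, so this does not show how camera behaves on lists of genes that vary together.

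Depth per library was between 11662654 and 15975698 counts, of which between 3852178 and 4593004 lay outside mitochondrially encoded genes. A floor of 3 counts corresponded to between 0.188 and 0.257 CPM. The protein interaction network, gene ontology, Mogrify and the joint normalization with 3′-biased libraries were not recomputed, and single-cell, methylation and organoid data were not analysed here.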

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

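The tests of single pools, of normalization, of leukocyte markers and of GC content for the gene lists were chosen only after the results were seen, and the tests of stretches shared with other genes were set before their result was known. The lists were written with Supplementary Table 1 already read, so each is judged here by its members outside that table, a choice also made after seeing the data. Adjusted p-values are from camera over the lists tested unless stated. With the inter-gene correlation estimated from the 4 libraries, none of these lists had an adjusted p under 0.05 (0.271 to 0.365), but that test has only 2 residual degrees of freedom and little power. Against 10000 random lists matched on mean expression, all 6 lists with all their members lay at percentile 100, the smallest p such lists can give (adjusted p = 0.00036), although random lists take genes as independent.

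Interferon-stimulated genes, which the paper does not discuss, were higher in old ISCs although Irf1 was lower. The median log2 fold change of the 28 members outside Supplementary Table 1 was 0.91 (adjusted p = 9.0e-07, 26 of 28 higher), and that of all 33 members was 1.09. For all members the adjusted p ranged from 6.5e-21 to 0.299 over the alternatives. After offsets for GC content and gene length, camera gave a p of 1.8e-15, and without members that share stretches with other genes the adjusted p was 5.1e-14. Without ISC_22mth replicate 1 the median fell to 0.26, so the direction held in every fit that left out a pool but most of the size rests on that pool. A candidate explanation is an interferon response in some of the old animals, which pools cannot resolve.

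MHC class II genes were higher in 6 of 6 members. The 3 outside Supplementary Table 1 had a median of 1.58 (adjusted p = 0.0043). For all 6 members the adjusted p ranged from 7.9e-18 to 0.271 over the alternatives, and the smallest median of the list with a pool left out was also 1.58. Offsets for GC content and gene length left an adjusted p of 2.4e-16, and leaving out the member with shared stretches left 5.8e-15. Leukocyte RNA in the old pools was tested as a source. The leukocyte list was higher (adjusted p = 0.00019, from 3.6e-05 to 0.271 over the alternatives), but only Itgam and Ccr2 passed the filter and both are in Supplementary Table 1, so the rise of the list decides nothing. All 24 markers together summed to 177 and 223 counts in young ISCs and 304 and 284 in old ISCs, most of them on Itgam. The other 22 markers summed to 29 and 27 counts in young ISCs and 37 and 16 in old ISCs. After normalization they stood at 2.00 and 1.79 CPM in young ISCs and at 2.80 and 1.31 CPM in old ISCs, and the lower old pool was at 0.655 of the higher young pool. Ptprc, singled out after its values were seen, had 0, 0, 2 and 0 counts. Across the old pools these markers ran opposite to the MHC class II genes, which summed to 493 and 668 counts there and to 141 and 167 in young ISCs. Ccr2 went from 0 and 0 to 13 and 16 counts and passed the filter only through that rise, so the markers left behind were chosen against a rise and are near 0. They decide nothing either, and the rise of MHC class II genes cannot be told apart from leukocyte RNA.

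Enterocyte genes outside Supplementary Table 1 had a median log2 fold change of 0.35 (10 of 11 higher). Their adjusted p was 0.0487, which is close to the threshold. For all 23 members the adjusted p ranged from 5.1e-20 to 0.271 over the alternatives. With all 23 members, offsets for GC content and gene length gave an adjusted p of 4.6e-19, leaving out shared stretches gave 6.5e-20, and the median with a pool left out was at least 0.45. More enterocyte-lineage RNA in the old pools may account for this, either from cells sorted along with ISCs or from ISCs that express such genes. The list cannot separate these, because its rise is the pattern itself.

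Paneth cell genes outside Supplementary Table 1 had a median of 0.61 (adjusted p = 0.0081, 11 of 12 higher). For all 14 members the adjusted p ranged from 1.3e-07 to 0.365 over the alternatives. Offsets for GC content and gene length left an adjusted p of 0.0053. Defensin genes share many of their 50-nt stretches, and without the members that share stretches the adjusted p was 0.0057. Without ISC_22mth replicate 1 the median of all members was -0.046, so the rise rests on 1 pool, and more Paneth cell RNA in that pool is a candidate explanation.

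Enteroendocrine genes outside Supplementary Table 1 had a median of 0.30 (8 of 12 higher), with an adjusted p of 0.0487. For all 14 members the adjusted p ranged from 3.3e-07 to 0.334 over the alternatives, and was 0.00065 after offsets for GC content and gene length and 9.8e-05 without shared stretches. Without ISC_2mth replicate 1 the median of all members was -0.28, so this difference cannot be told apart from an effect of that pool.

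NRF2 target genes, the targets of the product of Nfe2l2, had a median of 0.25 outside Supplementary Table 1 after TMM normalization (12 of 17 higher). With total counts the median of all members was -0.15, which is 0.35 above the shift of all genes. That distance restates their TMM median of 0.34 by arithmetic and is no separate support. The adjusted p of 0.0487 over the members outside Supplementary Table 1 is close to the threshold. With all 23 members it ranged from 8.7e-07 to 0.271 over the alternatives and was 4.4e-06 after offsets for GC content and gene length and 7.2e-05 without shared stretches, and the median was at least 0.27 with a pool left out. Higher Nfe2l2 mRNA may account for this, but the rise of the targets cannot by itself show what caused it.

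Mitochondrial ribosomal RNA took most counts, and mt-Rnr1 was higher in old ISCs by 0.67 on the log2 scale (FDR = 7.0e-08 by edgeR's quasi-likelihood test, both old pools above both young pools). With mitochondrial genes and ribosomal RNA-like loci left out of the scaling, which hardly changed it, the value was also 0.67. It fell to 0.43 after offsets for GC content and gene length (FDR = 0.0014) and to 0.18 with total counts (FDR = 0.023). Its FDR ranged from 1.7e-74 to 0.064 over the 14 alternatives. A difference in mitochondrial content between the ages is one hypothesis. Ribosomal RNA-like loci took 0.740% and 0.794% of the counts outside mitochondrial genes in young ISCs and 0.391% and 0.536% in old ISCs, which goes against a larger carry-over of ribosomal RNA in general in the old pools. Carry-over of mitochondrial ribosomal RNA alone was not tested.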

How the results depend on the processing

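Alternatives were set before the data were examined, apart from those on lists outside the 7 families, on members outside Supplementary Table 1, on shared stretches and on the shares of the Fig. 1j families, which were chosen after seeing the data. Where a changed value is given below without more, the cause was not tested.

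Leaving out a pool cannot reverse any of the 309 genes with FDR under 0.05 (223 higher and 86 lower in old ISCs), because their ages do not overlap, and so shows no stability. The number was 77 at FDR under 0.01 and 578 at FDR under 0.1. DESeq2 called 197 genes (147 higher, 50 lower), the likelihood ratio test 611 (375 and 236), and no filter on low counts gave 554 (357 and 197). Total counts gave 4650 (96 higher and 4554 lower), with the median of all genes shifted by -0.49. Offsets for GC content and gene length gave 171 (126 and 45). The 32 other gene counts stayed within 1.5 times their main value. Of the genes of Supplementary Table 1, 270 had FDR under 0.05, against 165 with total counts and 143 with the offsets.

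Same-numbered pools come from different animals, and their deviations from the age means were not correlated (-0.0031 over all genes tested, -0.028 over genes with a mean CPM of at least 5). With the replicate number as a block, 623 genes were called (407 and 216), and with the block and the offsets together 101 (80 and 21), of which 93 in Supplementary Table 1. In that last fit the log2 fold change was 0.47 for Nfe2l2, -0.72 for Irf1, -1.37 for Fosb and -0.64 for Egr1, with FDR 0.070, 0.105, 0.063 and 0.118, and the median of translation factors was 0.10 (FDR = 0.061).

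The 4 TFs kept their direction in all 56 alternative values and 47 kept their side of the threshold. Those that did not were, besides the fit just given, Nfe2l2 with total counts (0.036), Irf1 by DESeq2 (-0.78), and with the offsets Nfe2l2 (0.47), Irf1 (-0.72) and Egr1 (-0.64). With each pool left out in turn, Nfe2l2 ranged from 0.39 to 0.66, Irf1 from -0.90 to -0.67, Fosb from -1.63 to -1.46 and Egr1 from -1.07 to -0.58.

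With total counts, the medians fell to -0.25 for the respiratory chain, -0.27 for the citric acid cycle, -0.41 for cytosolic and -0.31 for mitochondrial ribosomal proteins, -0.39 for translation factors and -0.12 for biological oxidation. Citric acid cycle genes (FDR = 0.356), mitochondrial ribosomal proteins (0.137) and translation factors (0.339) did not pass the threshold in that scaling. Relative to the shift of all genes the medians were 0.24, 0.22, 0.085, 0.18, 0.10 and 0.38, which restates the TMM medians and is no separate support. Camera's direction in that scaling was down for cytosolic ribosomal proteins and translation factors. With the estimated correlation, no family passed the threshold: mitochondrially encoded mRNAs (0.95), respiratory chain (0.25), citric acid cycle (0.22), mitochondrial ribosomal proteins (0.18), translation factors (0.10) and biological oxidation (0.37) kept these medians, with FDR between 0.135 and 0.345. Translation factors also failed with at least 10 counts in every library (median 0.082, FDR = 0.096), with the offsets (median 0.11, FDR = 0.062), among random lists (percentile 88.5, FDR = 0.27) and outside Supplementary Table 1 (median 0.086, FDR = 0.19). Leave-one-out ranges were 0.19 to 0.34 (respiratory chain), 0.14 to 0.27 (citric acid cycle), -0.086 to 0.21 (cytosolic) and 0.096 to 0.22 (mitochondrial ribosomal proteins), 0.066 to 0.12 (translation factors) and 0.37 to 0.52 (biological oxidation).

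For the families standing for Fig. 1j, the odds ratio among the higher genes stayed between 4.88 and 8.51 in all 14 alternatives, each past the threshold. In the main fit, with total counts and with the offsets, 7 of the higher genes in the families were mitochondrially encoded mRNAs. Part of this enrichment thus rests on them. The odds ratio of translation, 1.43, passed the threshold only with no filter, at 2.43. It was 0.855 by DESeq2, 0 with total counts and with the block and offsets, and 0.494 with the offsets. FilterByExpr and at least 10 counts in every library each gave 0.95, the upper quartile 1.03 and the likelihood ratio test 1.37. Limma voom gave 2.15 with sample quality weights (exact p = 0.060) and 2.02 without (exact p = 0.095). The replicate block gave 1.59, RLE size factors 1.45, and TMM without mitochondrial genes and ribosomal RNA-like loci 1.43. Among the lower genes, 0.738 became 1.30 by DESeq2, 1.01 with no filter, 1.45 with the offsets and 3.28 with the block and offsets, none past the threshold, and 0.511 with total counts, past it.

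The MDS ratio of 1.70 became 1.91 with all genes, 1.45 with a moderation of 2 reads, 1.38 with TMM and 1.27 without mitochondrial genes and ribosomal RNA-like loci, with the ages apart in each. The share of DEGs with low expression, 19.7%, was 1.29% under a mean CPM of 1, 32.0% under 10, 10.9% by limma voom with sample quality weights and 10.8% with at least 10 counts in every library.

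Total counts reversed the log2 fold changes of Ascl2 (-0.16), Muc2 (-0.38), Mki67 (-0.31), Alcam (-0.30), Epcam (-0.43) and Hspa5 (-0.20), and the medians of goblet cell markers (-0.41), cell cycle genes (-0.47) and NRF2 targets (-0.15). Leaving out a pool gave -0.16 to 0.33 for Muc2, -0.035 to 0.14 for Epcam, -0.046 to 1.14 for Paneth cell, -0.15 to 0.31 for goblet cell and -0.28 to 1.66 for enteroendocrine markers. Tuft cell markers had a median of 0.94 after TMM normalization (adjusted p = 0.012 by camera, 3 of 5 higher), and of 0.27 to 2.24 with a pool left out. They were at -0.23 with at least 10 counts in every library, which left 1 member, and at -0.21 outside Supplementary Table 1 (3 members). Ribosomal RNA-like loci were at 0.16 outside that table. Of the other values of single genes, 4 were weaker and 11 stronger, and of those of other lists 15 were weaker and 2 stronger.

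Depth limits the genes of low expression most, since mitochondrial genes took 73.8% and 72.9% of the counts of the old pools.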

Differences from the paper's values

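The paper's Supplementary Table 1 lists 350 genes as higher in old ISCs, and edgeR's quasi-likelihood test called 223. Of the alternatives set before the data were examined, limma voom with sample quality weights (244), the likelihood ratio test (375), no filter on low counts (357) and the replicate block (407) came within 1.5 times the paper's number. Limma voom without sample weights (226), DESeq2 (147), RLE size factors (220), total counts (96), the upper quartile (184), TMM without mitochondrial genes and ribosomal RNA-like loci (224), filterByExpr (193), at least 10 counts in every library (174), offsets for GC content and gene length (126) and the block with these offsets (80) did not. For all DEGs together the paper gives 447 and the quasi-likelihood test 309, within 1.5 times of each other, and of the tests the paper's Methods name, limma voom with sample quality weights gave 320 and edgeR's likelihood ratio test 611. For the lower genes the numbers were 96 in the paper and 86 here.

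Of the 434 genes of Supplementary Table 1 that were tested, 164 did not reach FDR under 0.05, of which 161 had an unadjusted p under 0.05. At least 1 alternative called 114 of the 164. The replicate block called 97, the likelihood ratio test 84, no filter 80, limma voom with sample quality weights 41 and without sample weights 34, total counts 33, the upper quartile 13, at least 10 counts in every library 6, DESeq2 5, and RLE size factors, TMM without mitochondrial genes and ribosomal RNA-like loci, the offsets and the block with the offsets 3 each. FilterByExpr called 0, with 161 at an unadjusted p under 0.05. Among the genes the paper names, Ephb2 is in the paper's table and had FDR = 0.058 (log2 fold change -0.52) by the quasi-likelihood test. It was called by limma voom with (FDR = 0.045) and without sample weights, the likelihood ratio test, total counts, the upper quartile, no filter, at least 10 counts in every library and the replicate block.

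Fig. 1j of the paper names translation among the categories of its DEGs. Here 5 of the 223 higher genes and 1 of the 86 lower genes belonged to the translation families, and cytosolic ribosomal protein genes did not pass the threshold as a family (FDR = 0.21), while after TMM normalization mitochondrial ribosomal proteins (FDR = 0.0026) and translation factors (FDR = 0.040) did, both higher in old ISCs but with medians below 0 under total counts. Translation genes were over-represented among the higher genes only without a filter on low counts (8 of 357, odds ratio 2.43, exact p = 0.022, with exact p from 0.022 to 1 over the alternatives), a comparison chosen after seeing the values. Among the lower genes they were over-represented only with the block and offsets, by 2 of 21 genes (odds ratio 6.59, exact p = 0.043). That comparison was also chosen after seeing the values.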

Other observations

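The tests of GC content on all genes, of immediate early genes and of other splits of the pools were written before their results were seen, and so was the test of stretches shared by mitochondrial genes. The tests on mitochondrially encoded mRNAs as a family were chosen after the result was seen.

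The log2 fold change with age varied with GC content across genes, which are not independent replicates (Spearman rho -0.342 over 8237 genes with a mean CPM of at least 5). Median GC content was 45.2% in the genes called higher, 55.5% in those called lower and 48.7% in all genes tested. After offsets for GC content and gene length, 51.8% of the 309 genes were still called, so this bias may account for a part of the calls but not for all of them. Between the ISC_22mth pools rho with GC content was 0.181, which is 0.530 of the size seen between ages, and between the ISC_2mth pools it was -0.037. Drift of GC content from library to library is thus a candidate explanation of the trend that cannot be set aside.

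Of the 3 splits of the 4 pools into equal groups, 1 gave as many genes with FDR under 0.05 as the real one, which is the real split itself. The other splits gave 0 genes each, with 219 and 253 genes at an unadjusted p under 0.05, against 2316. The real split and the crossed one, with 253, part both same-numbered pairs, while replicate 2 against replicate 1, with 219, parts neither. With 3 splits, a share under 0.05 cannot be reached, so a chance division of the pools cannot be excluded by this count.

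Egr1 and Fosb are immediate early genes, which respond to tissue dissociation. The other 18 members of that list had a median log2 fold change of -0.23, with 14 of 18 lower, and camera gave a p of 0.0645, above the threshold set for it. The adjusted p ranged from 0.076 to 0.365 over the alternatives. A weaker response to dissociation in the old pools could therefore not be shown, and 14 lower genes leave it open.

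The mitochondrially encoded mRNAs had a median log2 fold change of 0.95. It was also 0.95 with mitochondrial genes and ribosomal RNA-like loci left out of the scaling, and 0.71 after offsets for GC content and gene length. Leaving those genes out hardly changed the scaling, so it does not settle the part of normalization, and with total counts the median was 0.46. GC content may account for a part of the difference. Whether it comes from more mitochondria, more transcription or the amplification was not tested.

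The mitochondrially encoded mRNAs in this paragraph were singled out after their values were seen. Among the 13, 5 had at most 3 counts in every pool. The counts were 0 in all pools for mt-Co2, mt-Atp6 and mt-Nd4l, at most 1 for mt-Co3 and mt-Atp8, and between 191709 and 350504 for mt-Co1. Of these 5, 4 share at least 98.8% of their 50-nt stretches with transcripts of other genes, and mt-Atp8 shares 0%. Among the 8 with more counts, 3 share more than 50% and the share reached 98.0% (mt-Nd3, with 18 to 32 counts). Reads shared with near-identical copies may thus be left out of the counts of these genes. Only annotated transcripts were compared, so the 0% of mt-Atp8 cannot exclude copies elsewhere and decides nothing for that gene.

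Most sorting and stem cell genes the paper names did not pass the threshold. Lgr5 had a log2 fold change of -0.16 (FDR = 0.52), Ascl2 0.33 (FDR = 0.20), Sox9 -0.28 (FDR = 0.25), Muc2 0.11 (FDR = 0.74) and Mki67 0.18 (FDR = 0.38) by edgeR's quasi-likelihood test. Of these, Lgr5, Sox9, Muc2 and Mki67 passed it with total counts only, in that scaling all lower, and Ascl2 under no alternative. Cd24a was higher, by 0.68 (standard error 0.11, FDR = 0.0035), in both old pools. It was called in 12 of the 14 alternatives (FDR from 2.3e-07 to 0.291), and with total counts it was at 0.18 (FDR = 0.29). Wnt target genes had a median of -0.23 (adjusted p = 0.027, from 0.00015 to 0.52 over the alternatives), and of -0.16 outside Supplementary Table 1 (adjusted p = 0.52). Nuclear-retained RNAs and ribosomal RNA-like loci had medians of -0.51 and -0.68, and too few members lie outside Supplementary Table 1 (2 each) to judge them apart from it. Goblet cell and cell cycle lists had an adjusted p of at least 0.064 under each alternative. Stem cell markers had a median of -0.076 (adjusted p = 0.24, from 1.9e-05 with total counts to 0.99 over the alternatives). Against random lists matched on mean expression, which take genes as independent, their median lay at percentile 0.19 (adjusted p = 0.0058), while that of the members outside Supplementary Table 1 was -0.036 (adjusted p = 0.99 by camera).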
